# Transcriptomic stability or lability explains sensitivity to climate stressors in coralline algae

**DOI:** 10.1186/s12864-022-08931-9

**Published:** 2022-10-27

**Authors:** Tessa M. Page, Carmel McDougall, Ido Bar, Guillermo Diaz-Pulido

**Keywords:** Coralline algae, Resistance, Global change, Transcriptomics, RNA-Seq

## Abstract

**Background:**

Crustose coralline algae (CCA) are calcifying red macroalgae that play important ecological roles including stabilisation of reef frameworks and provision of settlement cues for a range of marine invertebrates. Previous research into the responses of CCA to ocean warming (OW) and ocean acidification (OA) have found magnitude of effect to be species-specific. Response to OW and OA could be linked to divergent underlying molecular processes across species.

**Results:**

Here we show *Sporolithon durum*, a species that exhibits low sensitivity to climate stressors, had little change in metabolic performance and did not significantly alter the expression of any genes when exposed to temperature and pH perturbations. In contrast, *Porolithon onkodes*, a major coral reef builder, reduced photosynthetic rates and had a labile transcriptomic response with over 400 significantly differentially expressed genes, with differential regulation of genes relating to physiological processes such as carbon acquisition and metabolism. The differential gene expression detected in *P. onkodes* implicates possible key metabolic pathways, including the pentose phosphate pathway, in the stress response of this species.

**Conclusions:**

We suggest *S. durum* is more resistant to OW and OA than *P. onkodes*, which demonstrated a high sensitivity to climate stressors and may have limited ability for acclimatisation. Understanding changes in gene expression in relation to physiological processes of CCA could help us understand and predict how different species will respond to, and persist in, future ocean conditions predicted for 2100.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08931-9.

## Background

Uncertainties associated with anthropogenic global change have presented challenges for predicting the persistence of species in the ocean. Transcriptomic profiling allows for investigation of molecular responses of organisms to stressors and can be informative in indicating mechanisms for resistance or adaptation [1] such as tolerance [2–4] and plasticity [3], or can indicate sensitivity [2–4]. Resistance and adaptation as responses to climate stressors can be measured at a molecular level with transcriptomics and can be seen through transcriptomic plasticity (i.e., shifting expression profile of transcriptome) or as a muted or dampened transcriptomic response [3, 5]. Phenotypic plasticity is a possible response to a changing environment, with the transcriptome being a phenotype that responds to environmental cues [3, 6], however, plasticity does not always indicate acclimatisation or adaptive strategy [7]. Environmental stressors can destabilise the transcriptome causing differential regulation of genes. This transcriptomic lability can be indicative of a deleterious stress outcome [3, 8–10]. Conversely, a muted or dampened transcriptional response, which we refer to as transcriptomic stability, can indicate resistance [3, 5, 11]. Transcriptomic stability associated with resistance to stressors has been documented in both gymnosperms (pines, [8, 9]) and angiosperms (tomato plants [10], and *Arabidopsis thaliana* [2]). However the prevalence of transcriptomic stability vs lability has not been investigated in one of the most important groups of coral reef organisms, crustose coralline algae (CCA). This may be particularly critical for understanding the molecular and cellular responses of marine algae to climate stressors and is of particular interest for those algae that play crucial ecological roles in coral reefs [12].

CCA are important marine organisms because of their significance as ecosystem engineers (e.g., construction of coral reefs, coralligenous habitats, and maerl beds [13]), their positive role in ecological reef resilience by inducing settlement of coral larvae [14], and their contribution to the global carbon cycle [15]. Some CCA genera have persisted and diversified through times of elevated temperature and *p*CO_2_/reduced pH that equal or surpass levels projected for the year 2100 [16–18]. Previous experiments have found CCA to be negatively impacted by OW and OA [19–22], however, there is obvious variability in type and magnitude of response that seems to be species-specific. Whether this variability is found in molecular responses as well as previously measured physiological and biological responses remains unexplored. From previous literature, some species of CCA tend to be more resistant to OW and OA [23, 24], whereas other species seem to be more sensitive [19, 24–26] (Fig. 1a,b, Additional file 1, Table S1). Investigating the molecular basis of these responses could reveal the mechanisms by which resistance is obtained and facilitate comparisons between species responses to global change stressors.

**Fig. 1:**
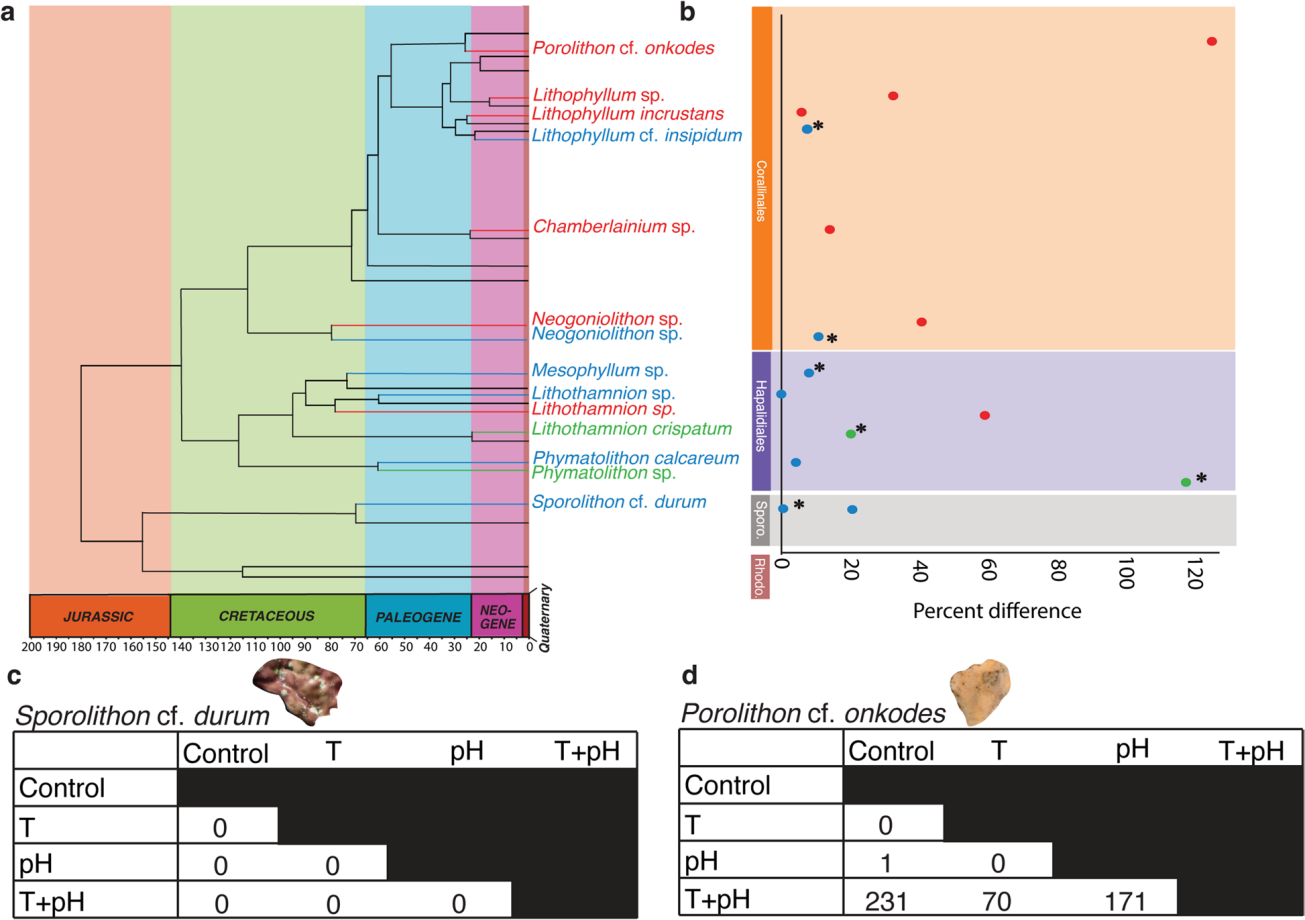
Variable responses of species from different orders of CCA to global change stressors from previous literature (**a,b**) and the current experiment (**c,d**). **a** Phylogenetic tree, adapted from V Peña, C Vieira, J Carlos Braga, J Aguirre, A Rösler, G Baele, O De Clerck and L Le Gall [17], showing different species across orders of CCA and their estimated divergence time (x axis). Species names are colour coded to show direction of response to elevated temperature + reduced pH; red – significant negative response; green – significant positive response; blue – no significant effect. Data was obtained from 9 studies (Additional file 1, Table S1). **b** Graphical representation of response data of species (Additional file 1, Table S1) from phylogenetic tree (**a**). Response is displayed as mean percent difference of photosynthetic rate or capacity per species. Points are colour coded to show direction of response to elevated temperature + reduced pH; red: significant negative response; green: significant positive response; blue: no significant effect. Asterisks signify results from studies using Pulse-Amplitude-Modulation fluorometry to indicate photosynthesis, whereas all other studies directly measured dissolved O_2_ in seawater. **c** Table of differentially expressed genes detected in pairwise comparisons across four treatments, control (27.2 ºC and 8.0 pH), T (29.5 ºC and 8.0 pH), pH (27.2 ºC and 7.7 pH), and T + pH (29.5 ºC and 7.7 pH), for *Sporolithon durum* and **d** *Porolithon onkodes*

To investigate this we exposed two species of CCA, *Sporolithon* cf. *durum* and *Porolithon* cf. *onkodes,* to differing levels of seawater temperature and pH, selected to reflect both current conditions and those projected for year 2100 [18]. Experiments were conducted for three months. Physiological (photosynthetic) responses were measured, and RNA sequencing analysis was used to investigate transcriptomic stability or lability as a means to propose resistance or sensitivity in CCA. Our findings reveal that OW and OA influence key physiological processes of CCA, at the level of both phenotype and gene expression, and magnitude of effect is species-specific, suggesting some species could be more resistant to global climate change than others.

## Results

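Fragments of the crustose coralline alga Porolithon cf. onkodes (P. onkodes) were kept for 3 months in 1 of 4 treatments: a control (27.2 °C, pH 8.0), elevated temperature (T; 29.5 °C, pH 8.0), reduced pH (pH; 27.2 °C, pH 7.7) or both stressors together (T + pH; 29.5 °C, pH 7.7). Their mRNA was sequenced by CEL-Seq2, in which reverse transcription starts at the poly(A) tail and each cDNA molecule receives a unique molecular identifier (UMI), so that PCR copies of a molecule are counted once. The authors mapped the reads with bowtie2 to their de novo Trinity assembly and counted them per transcript with the CEL-Seq pipeline. The values used here are their counts, without normalization, for each of the 118126 transcripts in 17 libraries, 4 each from the control, T and pH treatments and 5 from T + pH. Libraries PO9 (pH) and PO13 (control) were not analysed here. Total counts per library ranged from 78142 to 3012292, and the median was 395135.5 in the control, 492303.5 in T, 401442.5 in pH and 861006 in T + pH. The values do not include the filter on low counts that the paper's methods describe. That the values are whole numbers does not tell whether they include its correction for transcripts that share a UMI. The largest counts of S. durum, given with that correction in the supplementary methods, argue against it for that species. Here, transcripts with a total of at least 5 counts over the 17 libraries were kept, which left 29276 transcripts (24.8%). Counts were scaled by the trimmed mean of M-values (TMM) method, and the treatments were compared in 1 model over all 17 libraries by edgeR's quasi-likelihood F-test with robust estimation. A transcript was called a DEG at a Benjamini-Hochberg adjusted p (FDR) below 0.05 and an absolute log2 fold change above 0.3. Expression levels are given as CPM, the counts of a transcript relative to the TMM-scaled size of its library. Because no genome was used in the assembly, isoforms of a Trinity gene can share reads, and 2006 of the tested transcripts had the same counts in every library as another isoform of their gene.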

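In P. onkodes, 149 transcripts from 116 Trinity genes were DEGs between T + pH and the control, of which 37 were higher and 112 lower in T + pH. Between T + pH and pH there were 144 DEGs (22 higher and 122 lower in T + pH), and between T + pH and T there were 30 (11 higher and 19 lower). Between pH and T there were 5 DEGs, all higher in pH and all also DEGs of a comparison with T + pH, and the comparisons of T and of pH with the control gave none. Summed over the 6 pairwise comparisons this gave 328 DEGs, or 267 distinct transcripts. Of the 149 DEGs, 60 had CPM ranges that did not overlap between T + pH and the control. Among all tested transcripts this share was 1.27%, and 1.59% is the share given by chance for 5 libraries against 4. Over the alternatives, the number of DEGs between T + pH and the control was lowest at 9, with at least 5 counts in every library. That filter left 957 transcripts to test instead of 29276. The number was highest at 960, when only the libraries of those treatments were fitted. The count also rested on single libraries, and fell to 19 without library PO15, 27 without PO12, 76 without PO10 and 94 without PO19, whereas it rose to 236 without PO17 and 263 without PO5. Between T + pH and pH the count was 261 without PO10, 40 without PO3, 47 without PO12, 32 without PO15 and 250 without PO6, and between T + pH and T it was 17 without PO15, 50 without PO19, 55 without PO6 and 91 without PO7. Over all tested transcripts, treatment explained 18.1% of the squared distance between libraries (PERMANOVA on log2 CPM, 100000 permutations, p = 0.585), against a mean of 18.7% under permuted treatments.

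**Figure D1:**
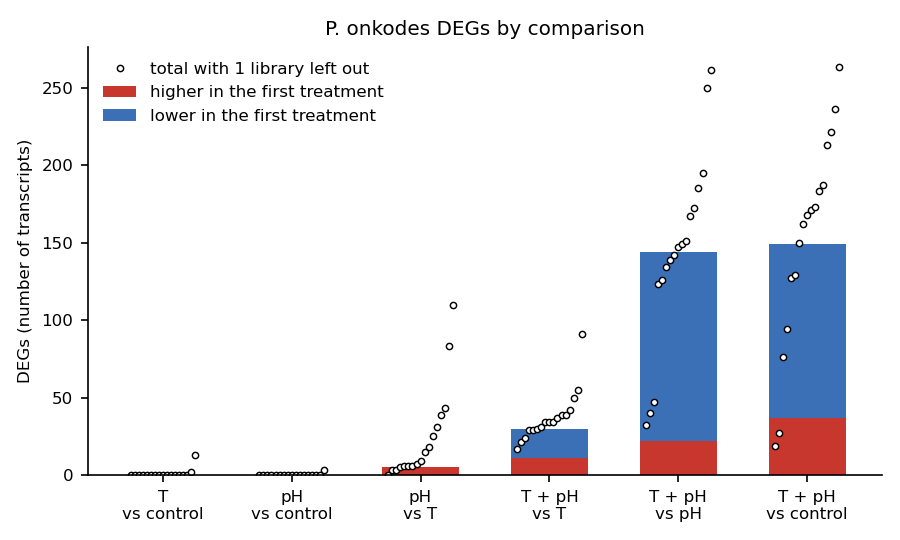
Number of DEGs (y axis, transcripts) in the 6 pairwise comparisons of treatments in P. onkodes (x axis), split into transcripts higher (red) and lower (blue) in the treatment named first. Each open circle is the total with 1 of the 17 libraries left out, in order of size, and for T + pH against the control the circles run from 19 to 263 around the bar of 149.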

*P. onkodes* showed transcriptomic lability, with 473 differentially expressed genes (DEGs) detected after three months in experimental treatments. No DEGs were detected in *S. durum* despite exposure to elevated temperature and *p*CO_2_, which we propose equates to transcriptomic stability. 

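Fragments of Sporolithon cf. durum (S. durum) from the same 4 treatments gave 19 CEL-Seq2 libraries, 4 from the control and 5 from each of T, pH and T + pH. The authors deposited their counts for 185036 Trinity transcripts, without normalization, and the columns were assigned to treatments by their sample names. Total counts per library ranged from 262942 to 21542260, with a median of 1155780.5 in the control, 2556820 in T, 2565129 in pH and 2078440 in T + pH. Except for library SD10, the total of each column equals the count that Table S6 lists for another sample, so that the treatment of a column by its total can differ from its treatment by name. For example, the column SD9 (pH) holds the total that Table S6 gives for SD18 (T), 21542260, and the column SD18 holds that of SD9, 262942. Transcripts with a total of at least 5 counts, 51953 or 28.1%, were tested in the same way as those of P. onkodes, and 2048 of them had the same counts as another isoform of their gene.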

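No transcript of S. durum was a DEG in any of the 6 pairwise comparisons by edgeR's test. At an unadjusted p under 0.05 there were 9031 transcripts for T against control, 3086 for pH against control, 642 for T + pH against control, 2615 for pH against T, 14046 for T + pH against T and 5731 for T + pH against pH. With DESeq2 the corresponding numbers of DEGs were 3955, 1393, 293, 2, 5072 and 1576. In simulated S. durum libraries, however, DESeq2 made 93 false calls beside 31 true ones between T + pH and the control. Treatment explained 19.4% of the squared distance between libraries (PERMANOVA, a permutation test, p = 0.403), with a mean of 16.7% under permuted treatments. Most of the spread lay between libraries SD1, SD2 (both T) and SD5 (pH) and the other 16 libraries. The rank correlation of CPM across transcripts had a median of 0.157 between a library of these 3 and one of the 16, but of 0.854 among the 3 and 0.870 among the 16 (across transcripts, which are not independent replicates). Without library SD5 there were 3182 DEGs between T + pH and T. When the 3 libraries were all left out, which was decided after their profiles had been seen, edgeR again called no DEGs in any comparison, and between 1278 and 2347 transcripts had an unadjusted p under 0.05. By edgeR no DEGs were called either when the treatments of the 19 libraries were assigned by the totals of Table S6, with between 1542 and 5619 transcripts at an unadjusted p under 0.05. DESeq2 was not run on these alternatives. From the absence of DEGs, the paper proposes that the transcriptome of S. durum is stable.

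**Figure D2:**
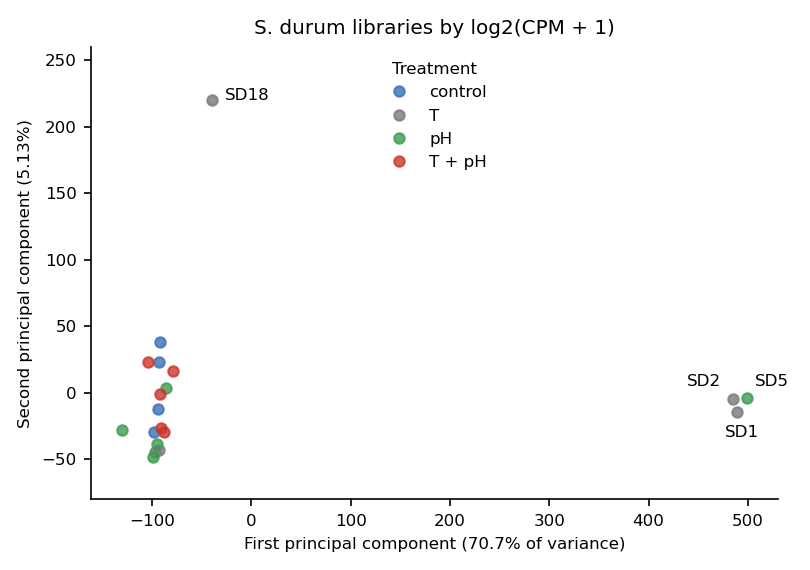
Principal component analysis of log2(CPM + 1) of the 19 S. durum libraries, coloured by treatment; the x axis is the first component (70.7% of the variance) and the y axis the second (5.13%), in units of the component score. Libraries SD1, SD2 and SD5 lie between 485 and 499 on the first component and the other 16 between -130 and -39.6, and library SD18 stands apart on the second component.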

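For P. onkodes, edgeR's test called no DEGs between T and the control or between pH and the control, with 2027 and 1639 of the tested transcripts at an unadjusted p under 0.05, and DESeq2 also called none in either comparison. In the same order, the numbers were 157 and 59 with only the libraries of the 2 treatments in the fit, 141 and 41 without a filter, and 10 and 4 in thinned libraries, and the other alternatives gave 0. With 1 library left out, 2 DEGs between T and the control were called without PO10 and 13 without PO8, and between pH and the control 3 without PO10. The transcript DN75899_c0_g2_i3, whose closest match in Additional file 2 is a bacterial linoleate 9/13-lipoxygenase, had 36 counts over the 4 pH libraries and 2 over the 4 control libraries. The ratio of the pooled CPM was 35.6 (95% interval 9.18 to 306, exact binomial, counting error only). Its level was 15.2 ± 7.32 CPM (SD, n = 4) in pH and 1.35 ± 2.47 CPM (SD, n = 4) in the control, and every pH library was above every control library. The fitted log2 fold change was 4.48 (standard error 1.07) with an edgeR FDR of 0.843 over the tested transcripts. The FDR was below 0.05 in 2 alternatives, at 0.0208 with only the libraries of pH and the control in the fit and 0.0460 without a filter on low counts, and it ranged up to 1 with DESeq2. In T + pH the same transcript was at 0.473 ± 0.647 CPM (SD, n = 5), lower than in pH by edgeR (log2 fold change -4.67, FDR = 0.00683).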

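The 5 transcripts higher in pH than in T had few or no counts in T. In the 4 T libraries no count was found for DN103343_c0_g1_i1, DN74013_c0_g1_i1, DN115192_c0_g1_i1 and DN74022_c1_g2_i1, which had 57, 50, 27 and 27 counts over the 4 pH libraries. Against the limit that a count of 0 allows, set at 3 counts over the 4 T libraries together, they were at least 43.9-fold, 38.5-fold, 20.8-fold and 20.8-fold higher in pH (edgeR FDR = 0.0113, 0.0113, 0.0336 and 0.0113). These limits take the counts in pH as exact. Transcript DN61025_c0_g1_i2 was at 39.5 ± 33.4 CPM (SD, n = 4) in pH and 0.794 ± 1.19 CPM (SD, n = 4) in T, a log2 fold change of 4.98 (standard error 0.97, edgeR FDR = 0.0334). None of the 5 was a DEG without library PO2 (T), where their edgeR FDR lay between 0.200 and 0.400 and no DEG was called between pH and T. DN115192_c0_g1_i1 also failed the threshold without PO1, PO8, PO11 or PO3 (edgeR FDR = 0.0769, 0.0590, 0.0640 and 0.123), DN61025_c0_g1_i2 without PO1, PO14 or PO3 (edgeR FDR = 0.130, 0.0503 and 0.0868) and DN74022_c1_g2_i1 without PO8 (edgeR FDR = 0.0547). The number of DEGs between pH and T was 3 without PO1 or PO8, 9 without PO19, 15 without PO18, 18 without PO14, 25 without PO16, 31 without PO7, 39 without PO6, 43 without PO15, 83 without PO10 and 110 without PO5. In the control the 4 transcripts without a count in T were each found in library PO10 alone.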

The transcriptional response in *P. onkodes* was only observed under the combined stressor treatment (T + pH; Fig. 1); only one gene (containing a lipoxygenase domain) was differentially expressed between the control and a single-stressor treatment (pH). The transcriptomic findings reflected physiological results, in which *S. durum* was proposed to be resistant to OW and OA in terms of survival and metabolic rates [23], whereas net photosynthesis of *P. onkodes* was significantly reduced under the combined treatment of T + pH (ANOVA, *F*_*1,16*_ = *4.782, p* = 0.046, Additional file 1, Figure S1, Table S2).

The transcriptional response of *P. onkodes* likely reveals the molecular mechanisms underlying the observed physiological response to stress. 133 DEGs were uniquely found in the T + pH vs control comparison, and 27 were commonly differentially expressed across all treatments when compared to T + pH (Fig. 2a). 

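Of the 149 DEGs between T + pH and the control in P. onkodes, 104 were found in that comparison alone, and 10 transcripts were DEGs between T + pH and each of the other treatments. All 10 changed in the same direction in the 3 comparisons, 4 of them higher in T + pH. A further 28 DEGs were shared by the comparisons with the control and with pH, 7 by those with the control and with T, and 1 by those with T and with pH. The comparisons with pH and with T held 105 and 12 DEGs of their own. Since the 3 comparisons use the same T + pH libraries, an overlap can arise without an effect. In 20 simulations with unchanged T + pH libraries of the same depths and spread, the number of DEGs averaged 0.05 against the control, 0.5 against T and 1.25 against pH, too few for an overlap of DEGs to be read. When as many transcripts with the smallest p were taken in each simulated comparison as there were DEGs in the real one, a mean of 0.15 and at most 1 were found in all 3. Other splits of the real libraries gave a median of 0 DEGs, but up to 193 against the control, 155 against T and 106 against pH. The simulations may thus understate the overlap that arises without an effect. The number found in all 3 rose to 30 without library PO6 and 22 without PO7, and fell to 6 without PO11, 5 without PO3, 4 without PO12 and 3 without PO15. The number found against the control alone fell to 9 without PO15, 14 without PO12, 48 without PO10 and 48 without PO19, and rose to 167 without PO17 and 179 without PO5.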

Functional overrepresentation analysis of the 133 DEGs revealed biological processes relating to catabolism and metabolism of polysaccharides, plastid organisation, and phospholipid biosynthesis, with the latter two containing largest number of transcripts, 4 and 5 respectively (Fig. 2b). 17 transcripts were related to processes involving carbohydrates and lipids. Transcripts found across all T + pH comparisons were primarily overrepresented in biological functions relating to carbon acquisition and metabolism (Fig. 2c).

**Fig. 2:**
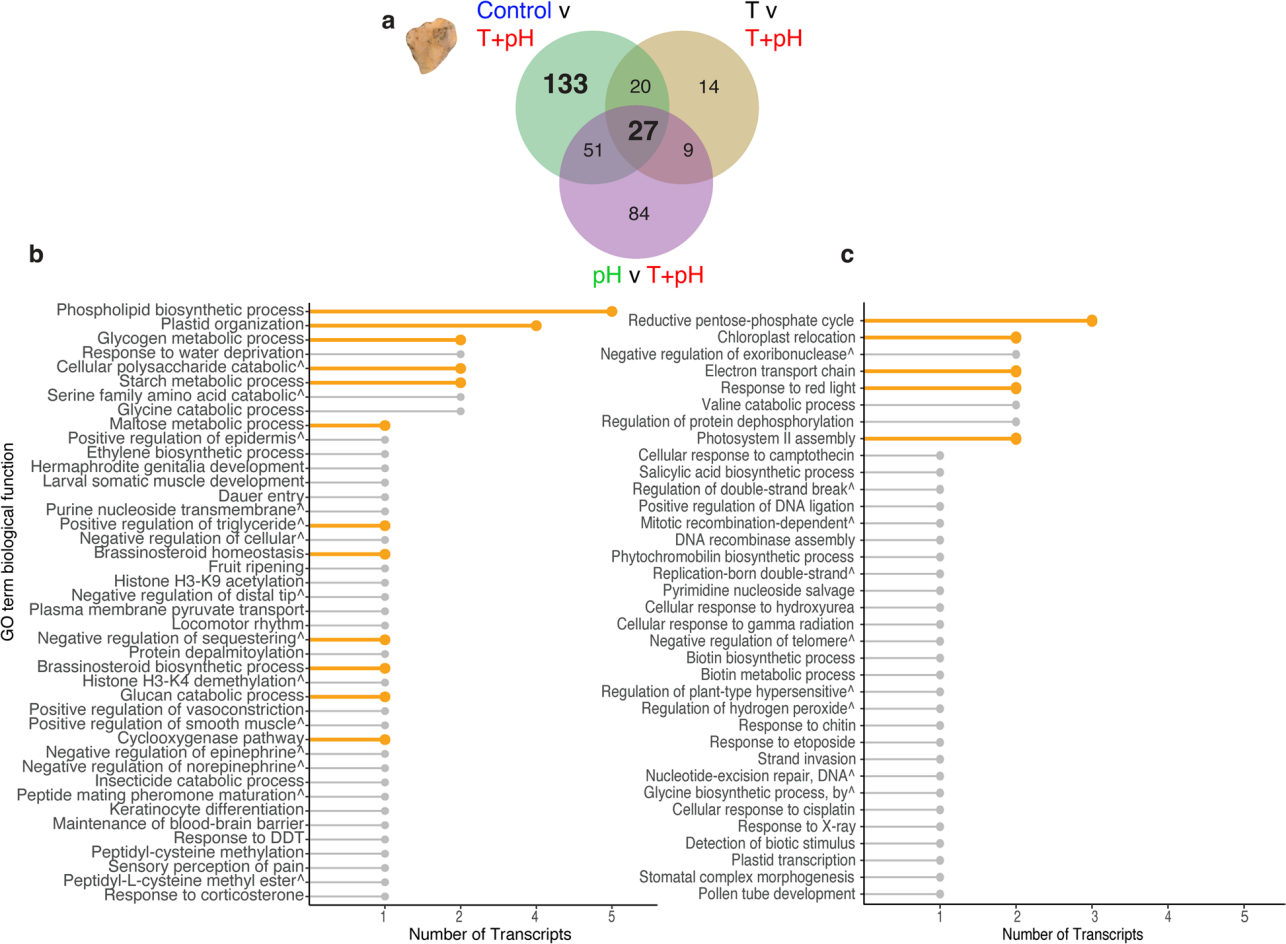
Unique and common differentially expressed genes found in pairwise comparisons between different experimental treatments. **a** Venn diagram of differentially expressed genes found in pairwise comparisons for *Porolithon onkodes* for all treatments compared to the T + pH treatment. 27 common transcripts were found to be differentially expressed (DE) across all comparisons. **b** Terminal nodes of overrepresented biological processes of the 133 transcripts that were found to be uniquely DE between the control treatment (27.2 ºC and 8.0 pH) and the T + pH treatment (+ 2.3 ºC and -0.3 pH units). Biological processes relevant to discussed (see text) physiological processes are highlighted in orange. The y-axis represents the gene ontology term for the biological process and the x-axis is the number of transcripts belonging to the process. **c** Terminal nodes of overrepresented biological processes of the 27 shared transcripts that were found to be commonly DE across all comparisons. Graph displays biological processes (y-axis) and number of transcripts per process (x-axis)

The lack of significant differential gene expression or observed inactivity in *S. durum* was tested by creating a heatmap of genes that were expressed but not significantly (FDR > 0.05) (Supplemental Figure S3). 

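In S. durum, the transcripts with the smallest p between T + pH and the control were DN190109_c0_g1_i1 and DN200586_c3_g3_i1, neither of which had a count in the 5 T + pH libraries. DN190109_c0_g1_i1 had 31 counts over the 4 control libraries (6.09 ± 6.26 CPM, SD, n = 4) and was at least 12.9-fold lower in T + pH, taking 3 counts over the T + pH libraries together as the limit of a count of 0. DN200586_c3_g3_i1 had 7 counts in the control and was at least 2.92-fold lower by the same limit. Both limits take the counts in the control as exact and hold for the treatments by column name alone. When each library was given the treatment of the sample for which Table S6 lists its total, the fitted log2 fold change of DN190109_c0_g1_i1 was -1.43, and without SD1, SD2 and SD5 as well that of DN200586_c3_g3_i1 was -1.97. Both had an edgeR FDR of 1 over the tested transcripts, and no alternative or omission of a library brought either below 0.05.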

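Counts were found for 66332 of the 185036 S. durum transcripts. Between 18898 and 40958 transcripts were detected per library, with a median of 31324, and the 10 most abundant transcripts took between 0.747% and 9.57% of the counts of a library. In P. onkodes, whose libraries were shallower, between 6810 and 32464 transcripts were detected per library, with a median of 18585.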

Although *S. durum* showed no significant differentially regulated genes or DEGs, they were not found to be totally inactive (Supplemental Figure S3). 

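Among the P. onkodes DEGs between T + pH and the control whose CPM ranges did not overlap, the 3 largest increases and the 3 largest decreases in fitted log2 fold change are given here. DN73115_c1_g2_i5 rose from 5.50 ± 3.79 CPM (SD, n = 4) in the control to 106 ± 93.5 CPM (SD, n = 5) in T + pH, a log2 fold change of 4.48 (standard error 0.88, edgeR FDR = 0.0277). DN74502_c6_g1_i1, matched in Additional file 2 to a serine-pyruvate aminotransferase of an amoeba, rose from 53.7 ± 19.0 to 1049.9 ± 906 CPM, and its libraries in T + pH spread from 146 to 2286 CPM (log2 fold change 4.24, standard error 0.88, edgeR FDR = 0.0486). DN73115_c1_g3_i1 rose from 11.0 ± 9.78 to 118 ± 52.8 CPM (log2 fold change 3.44, standard error 0.60, edgeR FDR = 0.00265). Among the decreases, DN67878_c0_g1_i3, matched to a plant ubiquinol oxidase, fell from 20.5 ± 15.3 CPM in the control to 0.473 ± 0.647 CPM in T + pH (edgeR FDR = 0.000607). With 75 counts in the control and 3 in T + pH, the ratio of its pooled CPM was 43.9 (95% interval 14.5 to 218, exact binomial). DN68120_c0_g1_i2, matched to a human zinc finger protein, fell from 95.5 ± 115 to 2.78 ± 2.45 CPM (log2 fold change -4.99, standard error 1.05, edgeR FDR = 0.0487). DN71370_c1_g1_i10 had 9 counts in the control and none in T + pH (edgeR FDR = 0.0449). Against a limit of 3 counts in T + pH, and with the 9 counts taken as exact, it was at least 5.27-fold lower. Of the 6, DN73115_c1_g3_i1 and DN67878_c0_g1_i3 stayed below an edgeR FDR of 0.05 with each library left out in turn, and over the alternatives the FDR of DN67878_c0_g1_i3 ranged from 2.86e-06 to 0.223, the latter in libraries thinned to 1 total. DN73115_c1_g2_i5 lost its call without PO10, PO4 or PO19 (edgeR FDR = 0.125, 0.0691 and 0.0611). DN74502_c6_g1_i1 lost it without PO10, PO16, PO17, PO4, PO11, PO12, PO15 or PO19 (edgeR FDR = 0.159, 0.0771, 0.0649, 0.107, 0.0554, 0.0656, 0.110 and 0.0891). DN68120_c0_g1_i2 lost it without PO10, PO1, PO11, PO14, PO3, PO12, PO15, PO19 or PO6 (edgeR FDR = 0.132, 0.0557, 0.0632, 0.0644, 0.0584, 0.0825, 0.200, 0.0842 and 0.0902), and DN71370_c1_g1_i10 without PO10, PO4, PO12, PO15, PO19, PO6 or PO7 (edgeR FDR = 0.118, 0.0691, 0.0731, 0.242, 0.0615, 0.0831 and 0.0500).

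**Figure D3:**
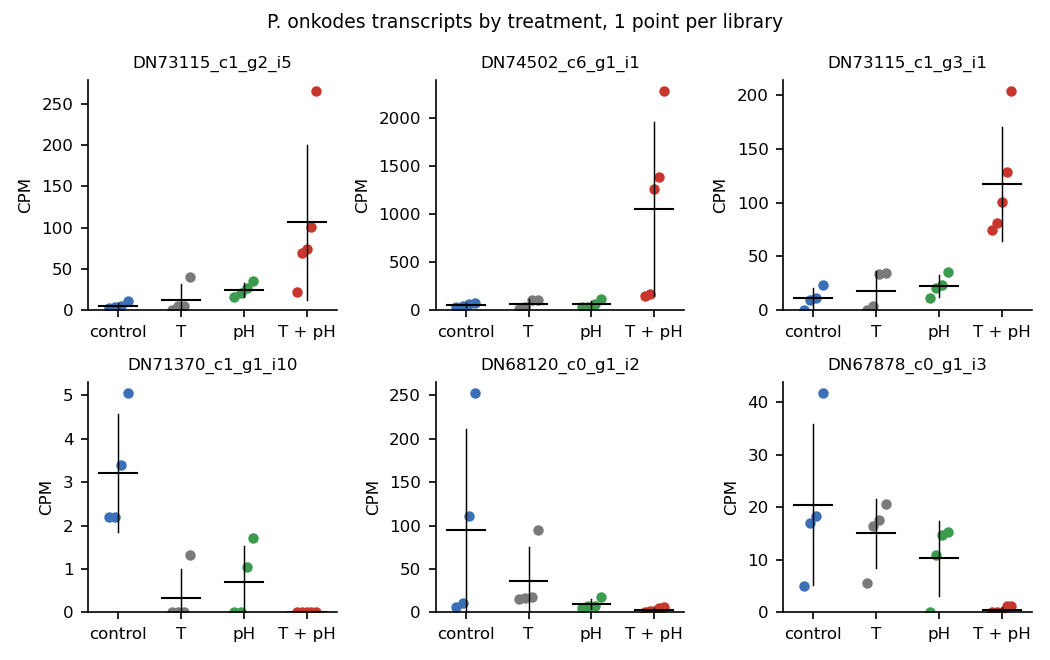
Expression (y axis, CPM, linear scale from 0) of the 6 transcripts in the control, T, pH and T + pH treatments (x axis), 1 point per P. onkodes library with the mean and SD of each treatment as lines. In the upper row every T + pH library lies above every control library, and in the lower row below it. The T and pH libraries of DN74502_c6_g1_i1 and DN73115_c1_g3_i1 all lie below the T + pH libraries.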

Transcriptomic lability in *P. onkodes* was further observed in the patterns of differentially regulated genes within the T + pH treatment (Fig. 3a). 

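The paper's clusters of P. onkodes transcripts were taken from a heatmap, whereas the directions counted here come from the pairwise test and from edgeR's test across all 4 treatments. Across the treatments 383 transcripts passed the threshold, of which 114 were higher and 250 lower in T + pH than in the control. Of the 383, 93 were higher in T + pH than in each of the other treatments, and 123 were also DEGs between T + pH and the control. The number across the treatments was 231 without library PO3, 253 without PO12, 235 without PO15 and 690 without PO7. Of the 60 DEGs between T + pH and the control without overlap of their CPM ranges, 27 were higher in T + pH. The functional groups of these transcripts were not tested, since no annotation of the whole transcriptome was used here.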

Upregulated transcripts (130) were overrepresented in biological functional groups related to photorespiration, glycine metabolism, the reductive pentose phosphate cycle, chloroplast organisation, and nucleotide-excision repair (Fig. 3b). Downregulated transcripts (*n* = 99) were involved in biological functional groups related to the following mitochondrial processes: protein processing, positive regulation of membrane potential, stress-induced fusion, positive regulation of DNA replication, and calcium ion transport (Fig. 3c).

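Lower levels in T + pH often rested on few counts. Of the P. onkodes DEGs between T + pH and the control, 43 had no count in any T + pH library and 22 had between 1 and 3 counts over the 5 T + pH libraries, whereas 1 DEG had no count in any control library and 1 had between 1 and 3. The fitted fold changes of such transcripts depend on the model and are not measured ratios. Across all treatments, 113 transcripts past the threshold were lower in T + pH than in each other treatment. The share of DEGs higher in T + pH was 24.8% in edgeR with TMM factors, 41.1% with DESeq2, 30.6% with median-of-ratios factors and 27.2% without normalization factors. Single libraries moved it as far, to 41.5% without PO6 and 42.1% without PO15 (8 of 19 DEGs), and to 13.1% without PO16, 15.3% without PO17 and 14.2% without PO4. The number of DEGs higher in T + pH was 71 without PO6 and without PO7, 58 without PO5, 24 without PO16, 19 without PO10, 18 without PO4, 9 without PO12 and 8 without PO15.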

**Fig. 3:**
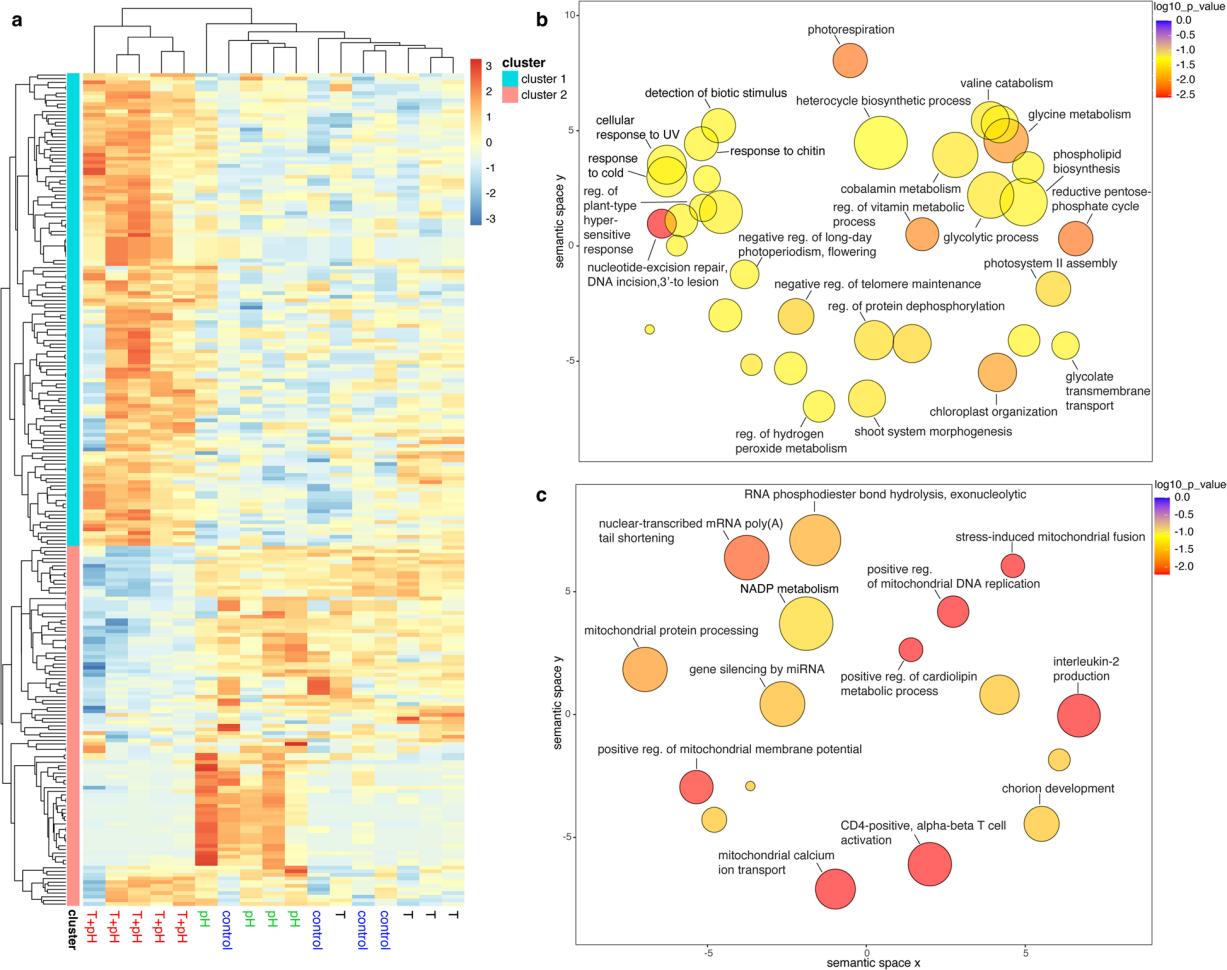
Patterns of differentially regulated gene expression across *Porolithon onkodes* experimental treatments. **a** The T + pH treatment results in significantly upregulated and downregulated transcripts when compared to other treatments (heatmap of log2-fold-change FDR values < 0.05). Experimental treatments are labelled at the bottom of the heatmap. Two main clusters corresponding primarily to upregulated (cluster 1) and downregulated (cluster 2) transcripts in the T + pH treatment are evident. **b** Overrepresented biological processes (terminal nodes; corrected *p*-values < 0.05) within cluster 1 transcripts include metabolism and catabolism, response to stimuli (biotic and abiotic), and regulation. Circle size indicates frequency of the gene ontology term in the UniProt database; colour indicates significance, on log_10_ *p* value scale. Axes have no intrinsic meaning; however, semantically similar gene ontology terms remain closely together in the plot. **c,** Biological processes corresponding to terminal nodes from overrepresentation analysis of transcripts found in cluster 2 include mitochondrial processes, chorion development, and immune response

A large proportion (51 of 130, 39.2%) of the transcripts that were found to be upregulated in *P. onkodes* in the T + pH treatment encoded enzymes, and many of these are known components of the pentose phosphate pathway (PPP). This indicates that crucial metabolic processes of *P. onkodes* are affected by the synergistic effects of OW and OA. 

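Whether the effect of both stressors differed from the sum of the effects of each was tested for P. onkodes by the interaction of temperature and pH, that is, the difference between T + pH and pH minus the difference between T and the control. No transcript was past the threshold in edgeR's test, the smallest FDR being 0.189, and 1682 transcripts (5.75%) had an unadjusted p under 0.05. DESeq2 called 1 transcript. When 200 changes were put into T + pH alone in simulated libraries of these depths and spread, the interaction test recovered 7% of them and the comparison of T + pH with the control 30.5%. The interaction test made 15 false calls beside 14 true ones, and the comparison with the control 26 beside 61. The interaction reached 4 transcripts without library PO6, 2 without PO11, 2 without PO14 and 1 without PO15. It was 8 in libraries thinned to 1 total and 30 without a filter on low counts. The paper infers synergistic effects of both stressors on metabolic processes. It does so from the share of enzymes, many of them known PPP components, among the transcripts upregulated in T + pH. It also reports lower net photosynthesis under T + pH, which was not analysed here. At 7% recovery of the changes put in, the interaction test here cannot decide on synergy.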

To visualise this, the proposed cellular locations of a subset of proteins encoded by transcripts from significantly enriched terminal biological processes from this study are shown in Fig. 4 (all proteins listed in Additional file 1, Table S3 and extended information in Additional File 2). Enzymes involved in the non-oxidative branch of the PPP were downregulated, whereas enzymes involved in the oxidative branch of the PPP were both downregulated (G6PDH and 6PGL) and upregulated (6PGDH). 

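Transcript DN74965_c0_g4_i1, listed as G6PDH in Table S3, fell in P. onkodes from 113 ± 65.3 CPM (SD, n = 4) in the control to 14.3 ± 15.9 CPM (SD, n = 5) in T + pH, a log2 fold change of -2.70 (standard error 0.51, edgeR FDR = 0.00516). Transaldolase of the non-oxidative branch (DN69532_c0_g1_i2) fell from 520 ± 164 to 113 ± 86.2 CPM, a log2 fold change of -2.14 (standard error 0.44, edgeR FDR = 0.0131). The edgeR FDR of transaldolase was 0.0656 without library PO12 and 0.0643 without PO15. The 6PGDH transcript (DN70344_c0_g1_i2) rose from 9.63 ± 5.59 to 71.5 ± 33.4 CPM, a log2 fold change of 2.77 (standard error 0.51, edgeR FDR = 0.00356), and each T + pH library was above each control library. Over the alternatives its FDR ranged from 4.78e-05, with DESeq2, to 0.241, with edgeR in libraries thinned to 1 total. For 6PGL, Table S3 gives no transcript, and it was not analysed here.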

All differentially expressed enzymes involved in glycolytic reactions were upregulated (Fig. 4). 

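Of the P. onkodes transcripts that Table S3 lists for glycolytic reactions, all had positive log2 fold changes in T + pH. GAPDH (DN74877_c1_g1_i1) rose from 54.6 ± 20.6 CPM (SD, n = 4) in the control to 249 ± 156 CPM (SD, n = 5) in T + pH, a log2 fold change of 2.28 (standard error 0.49, edgeR FDR = 0.0148). Another GAPDH transcript, DN76651_c3_g2_i3, whose match is a green alga, rose by 2.30 (standard error 0.78), which did not pass the threshold (edgeR FDR = 0.155). PGK (DN75667_c0_g1_i2) rose from 7.72 ± 2.49 to 45.6 ± 45.4 CPM, but was not detected in 1 of the T + pH libraries (log2 fold change 2.65, standard error 0.67, edgeR FDR = 0.0496). Isoforms DN75582_c0_g4_i1 and DN75582_c0_g4_i2 of FBA had nearly the same counts, 163 and 160 over the 17 libraries, and rose by 2.85 and 2.83 (standard error 0.78 for each, edgeR FDR = 0.0688 and 0.0698). The chloroplast FBA transcript DN74098_c0_g1_i1 was a DEG against T, with a log2 fold change of 3.65 (standard error 0.69, edgeR FDR = 0.00411), but not against the control (2.27, FDR = 0.0643). Several of these calls rested on single libraries. GAPDH (DN74877_c1_g1_i1) had an edgeR FDR of 0.0720 without PO10, 0.0590 without PO12 and 0.101 without PO15, and PGK of 0.256 without PO10, 0.0642 without PO16, 0.0831 without PO17, 0.107 without PO4, 0.0946 without PO12 and 0.274 without PO15. PGK was also above 0.05 in 10 of 16 alternatives, DESeq2 among them at 0.0773, with a range from 0.00125 to 0.144. The chloroplast FBA transcript was at 0.0643 without PO2 and 0.212 without PO15, and between 0.000118 and 0.681 over the alternatives, of which only the thinned libraries were above 0.05. The FBA isoforms passed the threshold without PO17 (edgeR FDR = 0.0450 and 0.0463) or PO6 (0.0351 and 0.0368).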

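The P. onkodes transcript of phosphoribulokinase (PRK, DN72649_c1_g2_i2) rose from 47.4 ± 21.5 CPM (SD, n = 4) in the control to 315 ± 81.1 CPM (SD, n = 5) in T + pH, a log2 fold change of 2.78 (standard error 0.47, edgeR FDR = 0.000933). The lowest T + pH library, at 242 CPM, was above the highest control library, at 75.8 CPM, and the FDR was below 0.05 under each alternative and with each library left out. PRK was also higher in T + pH than in T (edgeR FDR = 6.77e-05) and pH (edgeR FDR = 0.0230). Another transcript listed as PRK, DN73854_c3_g3_i3, was at 22.4 ± 12.3 CPM in the control and 56.6 ± 43.8 CPM in T + pH, a log2 fold change of 1.59 (standard error 0.51) that did not pass the threshold (edgeR FDR = 0.127). Table S3 gives no transcript for RuBisCO, and it was not analysed here.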

Enzymes involved in Calvin-cycle specific reactions that were differentially expressed included PRK (significantly upregulated) and RuBisCO. 

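PGR5 (DN73611_c0_g3_i1) rose in P. onkodes from 6.46 ± 4.65 CPM (SD, n = 4) in the control to 39.8 ± 33.6 CPM (SD, n = 5) in T + pH, a log2 fold change of 2.53 (standard error 0.60, edgeR FDR = 0.0334), and its edgeR FDR was 0.104 without PO10, 0.0691 without PO4, 0.0656 without PO12 and 0.304 without PO15. Over the alternatives it ranged from 0.00318 to 0.222, and was above 0.05 with the isoforms of a gene summed (0.0782) and in thinned libraries (0.222). The cytochrome b6f transcript DN73854_c3_g3_i2 was low, with 119 counts in 10 of the 17 libraries, and was at 1.72 ± 2.38 CPM in the control and 8.60 ± 9.06 CPM in T + pH. Its log2 fold change of 2.72 (standard error 0.88) did not pass the threshold (edgeR FDR = 0.133), and over the alternatives the FDR ranged from 0.0491, with only the libraries of T + pH and the control in the fit, to 0.252. It belongs to the same Trinity gene as DN73854_c3_g3_i3, which Table S3 lists as PRK, so that counts could have been split between the isoforms.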

Two proposed thylakoid membrane proteins (cytochrome b_6_f and PGR5) were significantly upregulated; both proteins play a role in photosynthesis with involvement in either or both photosystem complexes. 

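The stomatin 2 transcript DN76627_c1_g1_i1 fell in P. onkodes from 69.6 ± 16.5 CPM (SD, n = 4) in the control to 23.2 ± 9.38 CPM (SD, n = 5) in T + pH, with every T + pH library below every control library. The log2 fold change of -1.70 (standard error 0.46) had an edgeR FDR of 0.0622. Over the alternatives the FDR ranged from 0.0124, with DESeq2, to 0.925, with 4 of them below 0.05 (DESeq2, filterByExpr, only the libraries of T + pH and the control in the fit, and the 16 libraries of Table S6, which leave out PO19 and gave 0.0491). The chaperone dnaJ isoforms DN69846_c0_g1_i2 and DN69846_c0_g1_i5 share nearly all of their counts (2615 and 2617) and are best read as 1 measurement. DN69846_c0_g1_i2 fell from 317 ± 82.6 to 73.9 ± 44.5 CPM, a log2 fold change of -2.13 (standard error 0.45, edgeR FDR = 0.0148), and both isoforms had an edgeR FDR of 0.0656 without library PO12 and 0.0954 without PO15.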

The mitochondrial proteins stomatin-2 and chaperone protein dnaJ were significantly downregulated.

**Fig. 4:**
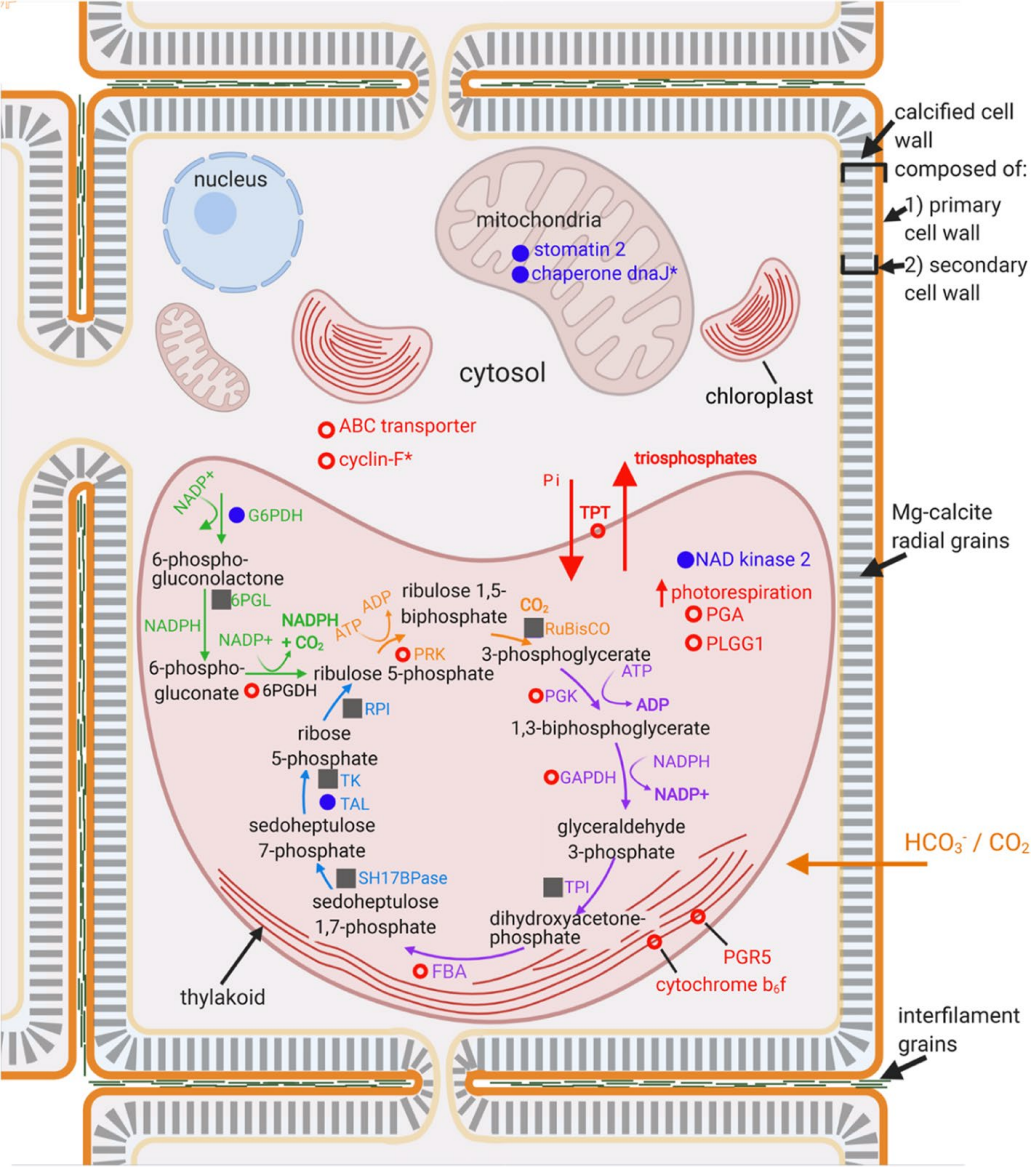
Conceptual model of the cellular pathways affected by global change stressors in *Porolithon onkodes*. Conceptual model shows proposed subcellular locations of differentially expressed genes and proposed pathway involvement. Expression levels of proteins and enzymes are based on results from differential expression and functional overrepresentation analyses of transcripts within clusters 1 and 2 from Fig. 3a. Red open circles denote significant (FDR < 0.05) upregulation and blue solid circles significant downregulation under the T + pH treatment. Grey squares denote transcripts that were found within the *P. onkodes* transcriptome and within edgeR differential expression analysis but were not found to be significantly differentially expressed. Asterisks (*) signify proteins that could have other subcellular localisations based on database (UniProt [27] and COMPARTMENTS) investigations. Enzymes encoded by transcripts from this study were found in the Calvin-cycle (orange), glycolysis (purple), and the pentose phosphate pathway, both the oxidative (green) and nonoxidative branch (blue), with these pathways being proposed to occur within the plastid/chloroplast of the algae. Definitions of abbreviations for proteins are found in Additional file 1, Table S4. HCO_3_^−^ and CO_2_ are proposed to enter into the cell and directly used as a substrate for photosynthesis and calcification. Conceptual model was created with BioRender.com

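Of the 22 P. onkodes transcripts with an identifier in Table S3 for proteins named in the text or drawn in Fig. 4, 10 had an edgeR FDR below 0.05 between T + pH and the control over all tested transcripts. Adjusted over the list alone, 22 did, but the study chose the list on these samples, so that this is not independent evidence. The direction was that of Table S3 for 21, the exception being NAD kinase. TPT (DN75856_c1_g1_i1) rose from 40.3 ± 14.4 CPM (SD, n = 4) in the control to 146 ± 86.7 CPM (SD, n = 5) in T + pH (log2 fold change 1.94, standard error 0.49, edgeR FDR = 0.0470), and lost its call without PO10, PO16, PO17, PO4, PO11, PO12 or PO15 (edgeR FDR = 0.244, 0.0522, 0.0907, 0.0691, 0.0556, 0.0753 and 0.274). Of 17 alternatives, 7 had an FDR under 0.05 for TPT, with a range from 0.0102, without a filter, to 0.186, in thinned libraries, and DESeq2 gave 0.0567. The transcripts of phosphoglycolate phosphatase (DN74340_c0_g2_i1), PLGG1 (DN74961_c0_g1_i3), an ABC transporter (DN73638_c0_g1_i4) and cyclin-F (DN76376_c1_g1_i3) had log2 fold changes of 1.39, 2.48, 2.99 and 1.36, none of them past the threshold (edgeR FDR = 0.155, 0.101, 0.0542 and 0.158). The ABC transporter passed it without PO18, PO1, PO2, PO8, PO3, PO5, PO6 or PO7, with edgeR FDRs between 0.0129 and 0.0425. The NAD kinase transcript DN74986_c0_g1_i1 was at 3.62 ± 2.82 CPM in the control and 15.6 ± 10.1 CPM in T + pH, a log2 fold change of 2.30 (standard error 0.68, edgeR FDR = 0.0893).

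**Figure D4:**
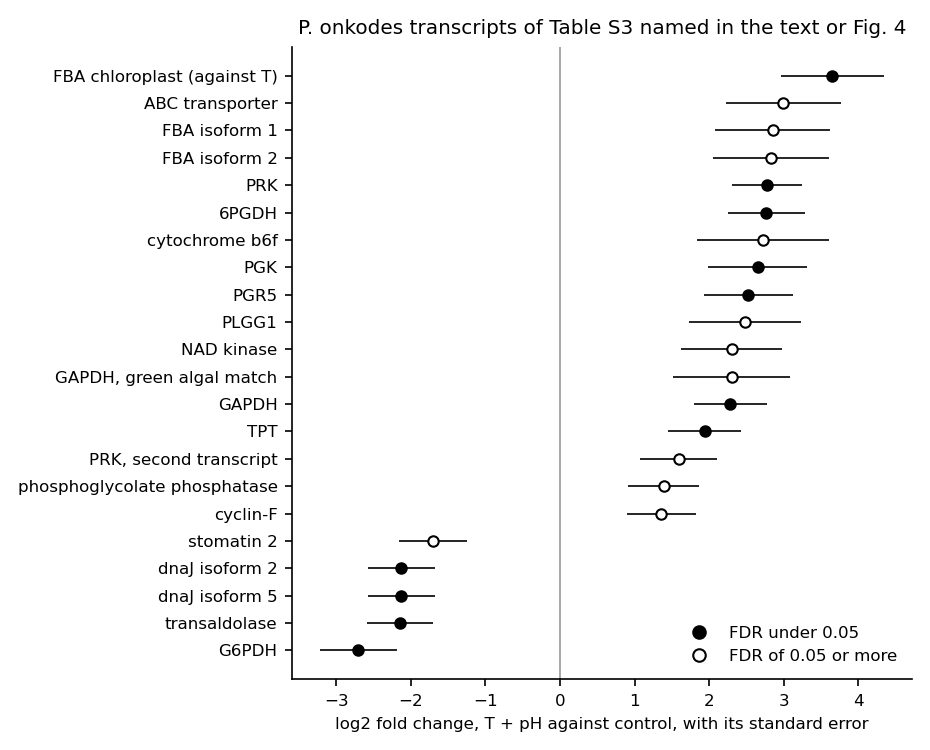
Log2 fold change between T + pH and the control (x axis; between T + pH and T for the chloroplast FBA) of the 22 P. onkodes transcripts (y axis, by protein), with the standard error as a horizontal line. Filled points have an edgeR FDR below 0.05 and open points do not; 17 transcripts lie above 0 and 5 below.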

## Discussion

Researching molecular responses of CCA and how these responses relate to physiological measurements (e.g. photosynthesis and respiration) is central to understanding the impact of environmental stressors on CCA and more broadly coral reefs. The present study on two species of reef-building coralline algae, *S. durum* and *P. onkodes,* provides insight into biological processes that are likely to be altered in response to environmental stressors through measurements of gene expression and metabolic rates. In *P. onkodes*, transcripts found to be uniquely differentially expressed in T + pH were present in processes involving carbohydrates and lipids. Carbohydrates, specifically polysaccharides, have been suggested to play a role in the calcification process of CCA by acting as a matrix for biomineralization in their primary cell wall [28]. Changes in calcification rates observed in previous studies [19, 25, 29] could potentially be explained by alterations of expression of these transcripts, with negative implications for CCA biomineralization, reef cementation, and reef growth. Transcripts that were found commonly expressed across comparisons were related to functions such as carbon acquisition and metabolism, suggesting the combination of elevated temperature and reduced pH results in changes to crucial primary physical and chemical processes in *P. onkodes*. When investigating the differential expression of certain transcripts, it was found that the 99 downregulated transcripts were involved in biological functional groups relating to some mitochondrial processes. Mitochondria are the powerhouses of eukaryotic cells and a growing area of plant research involves linking mitochondrial function and composition to environmental stress response [30, 31]. Our finding of overrepresentation of mitochondrial-related processes in downregulated genes supports a role for mitochondria in the stress response and physiological processes of *P. onkodes*. Downregulation could be indicative of a negative effect on physiological processes, as was suggested in Antarctic algae in response to heat stress [32]. Two proposed proteins that play a role in photosynthesis were significantly upregulated in *P. onkodes*, while chaperone protein dnaJ was significantly downregulated. Generally, upregulation of genes involved in protective stress responses (dnaJ) can facilitate a faster and more efficient response [5]. Collectively, these results indicate that global climate change drivers have a significant impact on the energy cycle of *P. onkodes*. O_2_ production in *P. onkodes* decreased in response to T + pH, simultaneously we found enzymes involved in photorespiration were upregulated. We propose that reallocation of energy to photorespiration may have resulted in a decrease in the efficiency of photosynthesis, which was observed in the decrease in the rate of net photosynthesis/average O_2_ production (Additional file 1, Figure S1). Interestingly, in the present study, *S. durum* did not share a similar response to *P. onkodes* and instead had no DEGs after three months in treatment, possibly indicating some level of resistance in this species. The nature of the molecular response to OW and OA was unknown in CCA, but, as shown here, likely underlies potential resistance or susceptibility.

Our study demonstrates that transcriptional response differs between species, with CCA species showing differences in resistance and susceptibility to global change stressors, supporting our hypothesis that transcriptomic response and physiological responses are not uniform across CCA. To our knowledge, there are currently no published systematic studies that have specifically investigated differences in transcriptomic responses to stressors in multiple species of coralline algae, however physiological studies that are available suggest that response to stressors is species-specific (Fig. 1a,b). There are several factors that may explain the varying responses across species, including differences in anatomical and mineralogical features [33], variability in ecological niches (e.g., light and nutrient requirements, depth, hydrodynamics), and/or different evolutionary histories.

One possibility is the increased tolerance and a muted transcriptomic response in *S. durum* may be related to its more ancient evolutionary origin (the genus originated ~ 70 mya and has undergone little recent diversification [17]), where *Sporolithon* spp. persisted through periods of elevated ocean temperature and *p*CO_2_/reduced pH in the geological past (e.g. Paleocene-Eocene Thermal Maximum) that equalled or surpassed levels projected for the year 2100 [16–18]. In contrast, the labile transcriptomic response in *P. onkodes* may be more related to its recent evolutionary origin (the genus originated ~ 20 mya and has exhibited considerable recent diversification [17, 34]). A review discussing temperature tolerance in terrestrial plants indicated a more tolerant species, *Arabidopsis thaliana*, had a muted transcriptional response compared with a less tolerant species, *Sorghum bicolor* [2]. Interestingly, these two species have very different evolutionary histories, with the *Arabidopsis* genus having diverged ~ 43 mya [35] and the lineage containing *S. bicolor* estimated to have diverged between 3.9 – 2.4 mya [36]. This suggests that increased sensitivity in more recently derived groups may be a feature of Archaeplastida.

A stable or dampened transcriptional response in a tropical reef coral to high variable temperature environment has been found to be indicative of thermal tolerance [11], however, a muted response or lack of expression response could also be indicative of a stressor being mild [4]. In the current study, *S. durum* may have been unable to respond because the stressor (i.e. elevated temperature and/or reduced pH) was not strong, or perhaps not long, enough to induce a response in this species. This possibility still indicates a level of resistance in *S. durum*, however. Although we observed a muted or lack of apparent responsiveness in *S. durum*, there could be other significant posttranslational modifications occurring that we did not measure or analyse that could be indicative of stress in this species [37, 38], and future studies should consider measuring changes across multiple functional levels (e.g. transcriptome, proteome, metabolome). Furthermore, future studies should continue to investigate the responses of additional species of tropical CCA, across multiple clades and groups (e.g. Peña et al. 2021 [26] for temperate corallines) to investigate further species-specific response to climate stressors by systematically testing other possible contributing factors such as evolutionary history, acclimatisation history, and environmental history.

## Conclusions

This study is the first to reveal differentially expressed genes and pathways that underpin physiological responses of CCA to stressors, and to implicate genes involved in crucial chemical and physical processes (i.e., PPP, glycolysis, Calvin-cycle, and photorespiration). We propose that the differing transcriptional responses of CCA to global change drivers provides an explanation into the species-specific responses of CCA observed in previous studies. We suggest transcriptomic plasticity or lability, as seen in *P. onkodes*, is indicative of susceptibility to global change drivers, whereas transcriptomic stability, as seen in *S. durum*, is indicative of resistance in CCA taxa. Although it may be argued that plasticity is an expression of adaptation, that is not always the case [7] and at times plasticity can be maladaptive or not contribute to increased resistance in an organism [3, 7]. The findings from our study have implications for coral reef ecology worldwide. Our results indicate that *P. onkodes*, an abundant and significant reef-building species, may be negatively affected by predicted anthropogenic global change, with consequences for the distribution of the species and its contribution to reef cementation and resilience. In contrast, other tropical CCA species such as *S. durum*, although not currently major reef builders, may have the potential to thrive under predicted OW and OA scenarios.

## Methods

### Algae collection and experimental treatments

The two species used in this study were *S. durum* and *P. onkodes*. These two species were chosen for the following reasons: 1) They are abundant, reef building species, with *P. onkodes* being the primary reef building species in the Great Barrier Reef (GBR), Australia; 2) *S. durum* and *P. onkodes* have been found to have different sensitives to global change drivers from previous studies [19, 23]; and 3) they are two of the only four CCA species that currently have sequenced and assembled reference transcriptomes [39].

Adult fragments, ~ 3 cm^2^, of CCA from the species *S. durum* and *P. onkodes* (orange morph) were collected from lagoonal and reef crest sites surrounding Lizard Island, GBR, Australia. *S. durum* was collected between 7 – 9 m of depth and *P. onkodes* in depths no deeper than 3 m using hammer and chisel on SCUBA. After collection, algae fragments were transported to Lizard Island Research Station (LIRS) and held in an outdoor, flow through tank, maintaining similar seawater conditions to those measured at collection sites. All fragments were identified morphologically and anatomically, and representative samples have been stored in Dr. G.D-P.’s herbarium at Griffith University. Fragments were thoroughly cleaned of epiphytes within 24 h of collection. Fragments (*n* = 20 per species) were kept in control aquarium conditions for seven days at ambient temperature (26 ºC), pH (8.00), salinity (35 ppt), and natural light (30 – 50 µmol quanta m^−2^ s-^1^ for *S. durum* and 140 µmol quanta m^−2^ s-^1^ for *P. onkodes*) prior to being placed into experimental treatments. Light was measured using an underwater quantum sensor LI-192 connected to a light meter LI-250 (LI-COR, USA).

Following the seven days in common garden, fragments of CCA (20 per species) were divided across four treatments [“control” (unmanipulated seawater conditions, 27.2 ºC, 8.0 pH/450 µatm *p*CO_2_), “T” (elevated temperature and ambient pH, 29.5 ºC, 8.0 pH/450 µatm *p*CO_2_), “pH” (reduced pH and ambient temperature, 27.2 ºC, 7.7 pH/1000 µatm *p*CO_2_), or “T + pH” (elevated temperature and reduced pH, 29.5 ºC, 7.7 pH/1000 µatm *p*CO_2_)] with five biological replicates (*n* = 5) per treatment for a duration of three months. Elevated temperature and *p*CO_2_ levels were selected to closely mimic future increases in temperature and *p*CO_2_ expected by the end of this century under the representative concentration pathway 8.5 [18]. In treatments where temperature and/or *p*CO_2_ were manipulated, levels were increased over seven days reaching a 2.5 ºC increase in temperature and 0.3 unit decrease in pH (~ 1000 µatm *p*CO_2_). Temperature was maintained using titanium heaters (EcoPlus, Aqua Heat, 300 W), which were placed within each sump and were set to the desired temperature. Small 50 W glass heaters (Aqua One®) were placed in respective experimental tanks to correct for any heat loss when water moved from sump to experimental tanks. Temperature was adjusted daily across all treatments to mimic ambient temperature based on season (publicly available data from Australian Institute of Marine Science https://weather.aims.gov.au/#/station/1166) and + 2.5 ºC for elevated temperature treatments. pH/*p*CO_2_ was controlled by pH controllers (AquaController, Neptune Systems, USA) that injected either pure CO_2_ or ambient air into header sumps until set value was reached. Flow to each experimental tank was adjusted in the morning and evening, maintaining a flow rate of around 20 L h^−1^, which allowed for complete turnover in experimental tanks twice an hour. Submersible water pumps (Aqua One® 8 W) were placed in each experimental tank to ensure adequate water flow. Mortality and changes in CCA health were monitored and recorded throughout the experiment. Seawater temperature, pH (measured on total scale, pH_T_), and salinity were measured daily. Total alkalinity was measured every three days for the first week of the experiment and then weekly. Further detailed methods and seawater carbonate chemistry parameters are provided in an additional file (see Additional file 1, S1 Methods, Table S5).

### Physiological measurements

Photosynthesis and respiration were measured for *P. onkodes* (pink morph) following techniques described in TM Page and G Diaz-Pulido [23]. In summary, samples were incubated in sealed chambers for up to an hour under experimental conditions whilst continuously measuring % O_2_ using PreSens dipping O_2_ optodes (DP-PSt3) connected to a 10-channel trace O_2_ meter (OXY-10 SMA trace, G2, PreSens, Germany). Physiological data for *S. durum* was obtained from TM Page and G Diaz-Pulido [23] in which similar treatments of elevated temperature and *p*CO_2_ were used, however conducted over a longer period of time (five months versus three months in the current experiment).

### Molecular methodology

Fragments of CCA were thoroughly cleaned prior to sampling for molecular analysis under a microscope and all epiphytes, as far as possible, were removed. CCA were rinsed with filtered seawater and RNAlater® and then blotted with a kimwipe to remove bacterial film, following similar methods detailed in TM Page, C McDougall and G Diaz-Pulido [39]. RNA extraction procedure followed the method detailed in TM Page, C McDougall and G Diaz-Pulido [39]. RNA quantity was checked spectrophotometrically using an Invitrogen Qubit® Broad Range RNA kit, and ranged from 10.4 to 340 ng /µl. RNA was then used for preparation of cDNA libraries for sequencing and analyses. cDNA synthesis, library preparation, and sequencing followed the single-cell sequencing (CEL-Seq2) protocol detailed in Hashimonshony et al. 2016 [40] and McDougall et al. 2021 [41], which generates high sensitivity transcriptomes from low yield samples and utilised sample barcoding, 3’ end-tagging, and the inclusion of unique molecular identifiers. 25 ng of CCA RNA (*n* = 39) and 0.5 µl of ERCC spike-in (1:10,000 dilution) were added to an initial RNA/primer/ERCC/dNTP mix for each sample. Paired-end sequencing was performed at Ramaciotti Centre for Genomics, University of New South Wales, NSW, Australia. Customised sequencing was performed on a single lane of an Illumina NovaSeq 6000, sequencing 26 bp on read 1, and 100 bp on read 2. Further methods on processing of raw sequencing data and downstream analysis are outlined in Additional file 1, S2 Methods. 

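The totals of the P. onkodes libraries did not differ in a detectable way between T + pH and another treatment. The mean log10 total was 5.81 ± 0.613 (SD, n = 5) in T + pH, 5.72 ± 0.500 (SD, n = 4) in the control, 5.75 ± 0.538 in T and 5.56 ± 0.395 in pH. Exact permutation tests (two-sided) of T + pH against the control, T and pH gave p = 0.810, 0.873 and 0.508, and 0.0159 is the smallest p that 5 libraries against 4 allow. In S. durum the mean log10 total was 6.29 ± 0.203 (SD, n = 5) in T + pH, 6.18 ± 0.376 (SD, n = 4) in the control, 6.35 ± 0.573 in T and 6.50 ± 0.515 in pH, and the same exact tests gave p = 0.587, 0.825 and 0.532.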

Statistics for sequencing data are shown in Additional file 1, Table S6. RT-qPCR was conducted to validate gene expression results (Additional file 1, S2 Methods, Table S7).

### Systematic review of previous research and phylogenetic tree reconstruction

A systematic search for studies that investigated the metabolic responses of species of CCA to elevated temperature and ocean acidification (in combination) was conducted. The literature search was performed in the databases Google Scholar and Web of Science using keywords or topic codes such as ‘*crustose coralline algae*’ or ‘*coralline algae*’ in combination with ‘*photosynthesis, metabolic rates, ocean acidification, ocean warming, elevated temperature, reduced pH, elevated pCO*_*2,*_* global change or climate change*’. We focused on studies that measured photosynthesis using a similar methodology as that used in the current study and in TM Page and G Diaz-Pulido [23], however, as there were limited studies that fit our criteria, we supplemented the dataset with studies that used pulse amplitude modulated (PAM) fluorometry to determine photosynthetic capacity (Additional file 1, Table S1). The mean values of net photosynthesis or PAM fluorescence in the control and combined stressor treatments were obtained from publicly available datasets or, if results were only graphically represented, the built-in ruler and grids in Adobe Acrobat Pro DC *v* 2021.001.20138 (Adobe©) were used to obtain numerical values. Mean percent difference was calculated between control and the combined stressor treatment of elevated temperature and *p*CO_2_/reduced pH for each study (Additional file 1, Table S1). The absolute values of the percent differences were used in graphical representation. If studies manipulated other variables (i.e., nutrients or light), the control conditions for those variables were used. If studies measured over seasons, the average values from control and combined were taken across seasons. Mean percent differences were graphically represented adjacent to a reconstructed phylogenetic tree displaying species found in this review. The phylogenetic tree was adapted from V Peña, C Vieira, J Carlos Braga, J Aguirre, A Rösler, G Baele, O De Clerck and L Le Gall [17].

### Statistical analyses

Physiological data was analysed in R (v 3.6.1). Data were tested for normality through graphical analyses of residuals, using QQ normality plots, and using the Shapiro–Wilk test. Data were log transformed if they did not meet normality. Two-way ANOVAs were run for photosynthesis and respiration data using temperature and pH as fixed factors. If a significant interaction between treatments was identified, ANOVAs were followed by Tukey’s HSD post hoc pairwise comparisons. 

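Each of the DEGs called between treatments of P. onkodes at an absolute log2 fold change above 0.3 also had one above 1.2, so that either threshold gave the same number of DEGs in each comparison.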

Differentially expressed genes (DEGs) were determined between treatments by a false discovery rate (FDR) cut-off of 5% and a log_2_-fold-change over 1.2.

## Supplementary Information

**Additional file 1.**

**Additional file 2: SI Dataset.** Table of all significantly (FDR < 0.05), differentially expressed genes (DEGs) from pairwise comparisons of experimental treatments from edgeR analysis for *Porolithon* cf. *onkodes*. Table includes *P.* cf. *onkodes* gene identifiers and values for log expression fold changes (logFC), log counts per million (logCPM), *F *statistic, *p* value, false discovery rate (FDR; *p* adjusted by the Benjamini-Hochberg procedure) for pairwise comparisons of each treatment combination. Treatment comparisons are listed as follows: control (27.2 ºC + 8.0 pH), T (29.5 ºC + 8.0 pH), pH (27.2 ºC + 7.7 pH), and T+pH (29.5 ºC + 7.7 pH). Annotations for DEGs that returned BLASTX similarity search hits are given. If transcript didn't return a hit, no annotation is given and cell is left blank.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [42] and are accessible through GEO Series accession number GSE211882 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211882). The datasets supporting the conclusions of this article are available in the Open Science Framework repository under the project “Transcriptomic responses of coralline algae to global change stressors”, 10.17605/OSF.IO/2NKR4 https://osf.io/2nkr4/. And, within the supplemental material (Additional files 1 & 2) provided with this article. Reference transcriptomes were created using transcriptomes for *P. onkodes* and *S. durum* (NCBI BioProject PRJNA518156, accession numbers GHIN00000000.1 and GHIO00000000.1 for *Sporolithon* cf. *durum* and *Porolithon* cf. *onkodes*, respectively).

## Abbreviations

CCA: Crustose coralline algae
OW: Ocean warming
OA: Ocean acidification
DEGs: Differentially expressed genes
*p*CO_2_: Partial pressure of carbon dioxide
ANOVA: Analysis of variance
FDR: False discovery rate
PPP: Pentose phosphate pathway
G6PDH: Glucose-6-phosphate 1-dehydrogenase
6PGL: 6-Phosphogluconolactonase
6PGDH: 6-Phosphogluconate dehydrogenase
RuBisCO: Ribulose-1,5-biphosphate carboxylase/oxygenase
PRK: Phosphoribulokinase
PGR5: Proton gradient regulation 5
GBR: Great Barrier Reef
LIRS: Lizard Island Research Station
PAM: Pulse amplitude modulated

# Supplementary material for: Transcriptomic stability or lability explains sensitivity to climate stressors in coralline algae
**Source:** BMC Genomics. 2022 Oct 27;23:729. doi: 10.1186/s12864-022-08931-9
**Supplement:** Supplementary file 1 — Additional file 1.

Additional File 1

Supplemental Information for:

Transcriptomic stability or lability explains sensitivity to climate stressors in coralline algae

Tessa M. Page^*^, Carmel McDougall, Ido Bar, Guillermo Diaz-Pulido^*^

Additional File 1, Supplementary Methods

**S1 Methods**

**Seawater chemistry**

Temperature and seawater pH (measured on total scale, pH_T_) were measured twice per day, at 08:00 and 15:00 in each experimental tank using a pH electrode with integrated temperature probe (Mettler Toledo, InLab Routine Pro) attached to a pH meter (Mettler Toledo, SevenGo Duo SG98). The pH electrode was calibrated on the total scale using Tris-HCl buffers [1]. Salinity was measured once a day using a conductivity meter (Mettler Toledo, SevenGo Pro). Total alkalinity (*A*_T_) was measured every 3 days for the first week of the experiment, and then every 6 – 7 days following using potentiometric titration on an automatic titrator (Mettler Toledo, T50) following standard operating procedures 3b [1]. pH_T_, *A*_T_, temperature, and salinity were used to calculate the remaining carbonate chemistry variables using the seacarb package version 3.2.12 [2] in the statistical software R version 3.5.1 (Table S5). High-Mg calcite was calculated for a 16.4% MgCO_3_, following method described in G Diaz-Pulido, KRN Anthony, DI Kline, S Dove and O Hoegh-Guldberg [3].

**S2 Methods**

**Sequencing preparation, sequencing, and differential expression analyses**

The top, pigmented layer of the CCA fragments was collected under a microscope using sterile razors and placed directly into RNAlater®. Care was taken to avoid collection of any endolithic organisms when obtaining samples. Samples were left at 4 ºC for 24 hrs and then transferred to -20 ºC until processed. RNA extraction procedure followed the method detailed in TM Page, C McDougall and G Diaz-Pulido [4]. RNA quantity was checked spectrophotometrically using an Invitrogen Qubit® Broad Range RNA kit, and ranged from 10.4 to 340 ng /µl. One RNA sample of *S. durum* yielded an undetectable amount of RNA and therefore was not used for further analyses. A random selection of samples, 2 – 3 samples from each treatment and species, were tested using the 4200 TapeStation System to ensure RNA quality and absence of degradation and contamination. RNA was then used for preparation of cDNA libraries for sequencing and analyses.

cDNA synthesis, library preparation, and sequencing followed the single-cell sequencing (CEL-Seq2) protocol detailed in Hashimonshony et al. 2016 [5] and McDougall et al. 2021 [6], which generates high sensitivity transcriptomes from low yield samples and utilised sample barcoding, 3’ end-tagging, and the inclusion of unique molecular identifiers. 25 ng of CCA RNA (*n* = 39) and 0.5 µl of ERCC spike-in (1:10,000 dilution) were added to an initial RNA/primer/ERCC/dNTP mix for each sample. Paired-end sequencing was performed at Ramaciotti Centre for Genomics, University of New South Wales, NSW, Australia. Customised sequencing was performed on a single lane of an Illumina NovaSeq 6000, sequencing 26 bp on read 1, and 100 bp on read 2. A technical issue was identified for one sample for *P. onkodes,* and this sample was not considered in downstream analyses after sequencing.

Raw sequencing data were processed using the Illumina BCL2FASTQ software, using default settings but with a minimum trimmed read length of 15. Quality control was performed on the FastQ files using FastQC (v 0.11.3, Babraham Bioinformatics). FastQ files have been deposited on an OSFHome repository (<https://osf.io/2nkr4/>). Reference transcriptomes were created using transcriptomes for *P. onkodes* and *S. durum* (NCBI BioProject PRJNA518156, accession numbers GHIN00000000.1 and GHIO00000000.1 for *S.* cf. *durum* and *P.* cf. *onkodes*, respectively) [4]. PolyA sequences were removed from reference transcriptomes using prinseq [7]. ERCC sequences, without polyA’s, were appended to the transcriptome files. Bowtie indices were generated using bowtie [8] v 2 – 2.0.2. The resulting FASTA files were used to generate files mimicking gene transfer format (gtf) files following protocol laid out in McDougall et al. 2021 [6]. These “fake” gtf files were then used in the publicly available CEL-Seq-pipeline (<https://github.com/yanailab/CEL-Seq-pipeline>). Prior to mapping, sequence quality across read was evaluated. Reads were then trimmed at 60 bp (using the 'cut_length' parameter in the CEL-Seq pipeline) due to quality dropping beyond 66bp, which maximised mapping specificity while minimising the chance for mismatches due to sequence error. Demultiplexed and trimmed reads were mapped against the reference transcriptomes and read counts per transcript were generated. On average, 67 and 53% of the sequence reads mapped successfully to the reference transcriptomes of *S. durum* and *P. onkodes*, respectively. 

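Library PO19 (T + pH) had the smallest total of the 17 P. onkodes libraries, 78142 counts over 6810 detected transcripts, with 32.0% of the counts on its 10 most abundant transcripts. It has no line in Table S6 but was kept, because Fig. 3a shows 5 libraries of T + pH and no other T + pH library could be the fifth.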

Samples that had less than 900,000 demultiplexed reads and less than ~ 40% mapped reads were removed from further analyses (*n* = 2 for *P. onkodes*) (Table S6). Counts were imported into R (v 3.6.1) and corrected to account for the possibility of transcripts getting the same UMI. To correct for this and to convert UMI counts to transcript numbers the binomial method outlined in D Grün, L Kester and A van Oudenaarden [9] was used. 

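The largest count of a transcript in a library was 14146 in P. onkodes and 16373 in S. durum, and 322 and 2024 values were above the number of different UMIs that 6 bases can form. All counts were below the number that 7 bases can form. The UMI length was not given in the sources used here. The largest counts of SD13, SD20 and SD9 (S. durum) were 15937, 15385 and 16373, although their totals were 5225552, 9499485 and 21542260. These largest counts thus stayed close under the number for 7 bases while the totals rose. Corrected counts would not be held below that number, which argues against the correction in S. durum if UMIs had 7 bases. For P. onkodes, with shallower libraries, it was not settled. The values are whole numbers, and they were used as deposited, without a correction here. When they were taken as uncorrected UMI counts and corrected by the binomial method for UMIs of 7 bases, an alternative chosen after these maxima had been seen, the number of P. onkodes DEGs between T + pH and the control did not change.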

Transcripts were filtered using a cut-off of 5 counts per transcript across all samples to remove transcripts with very low counts. 

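In P. onkodes, 73352 of the 118126 transcripts had no count in any library, as did 118704 of the 185036 transcripts of S. durum. With a total of at least 5 counts required, the 29276 and 51953 transcripts kept came from 21815 and 37367 Trinity genes. A total of at least 12 counts, tried after the data had been seen, kept 22823 P. onkodes transcripts and gave 97 DEGs between T + pH and the control. With at least 5 counts in every library, there were 9 DEGs among 957 tested transcripts, and without a filter 566 among 44774.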

After filtering, 24% of transcripts were retained for *S. durum* and 20% for *P. onkodes*.

Differential gene expression analysis for each species was performed using the Bioconductor software package edgeR, v 3.16.8 [10]. 

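The common dispersion estimated here was 0.259 for the 17 P. onkodes libraries and 1.59 for the 19 S. durum libraries. Without libraries SD1, SD2 and SD5, the S. durum value was 0.292.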

Negative binomial (NB) generalised linear models (GLMs) were fitted to transcript counts and common dispersions (0.169 and 0.293 for *P. onkodes* and *S. durum*, respectively) were estimated [10]. A design matrix of the experiment was used for analysis to identify expression in response to treatment. Quasi-likelihood (QL) F-tests were used in determining differential expression using default settings and the parameter ‘robust=TRUE’ to identify genes that were outliers from the mean-NB dispersion trend. Pairwise comparisons were conducted on specified constructed parameters (i.e., treatments) where genes that exhibited positive or negative log-fold changes were identified. Differentially expressed genes (DEGs) between treatments with a false discovery rate (FDR) cut-off of 5% and a log_2_-fold-change above 0.3 (log_2_FC>0.3, i.e., a fold-change over 1.2), were extracted and the datasets concatenated to use for downstream analyses and visualisations. FDR correction was applied using the Benjamini-Hochberg method on the *p*-values [10].

Visualisation of DEGs was performed using variance stabilising transformed (vst) counts from edgeR. Principal component analyses were performed for each species to explore the variation in DEGs within species (Figure S2). Heatmaps were constructed for DEGs from each species using the R package pheatmap (v 1.0.12) [11]. An FDR cut-off of 0.05 was used when creating the heatmap. For *S. durum*, because they displayed 0 DEGs (FDR < 0.05), a heatmap was created with expressed genes that were not significant (FDR > 0.05) to visualise if they were totally inactive or not (see Figure S3). Functional overrepresentation analysis of differentially expressed transcripts was performed in the Cytoscape [12] plugin BiNGO [13], where hypergeometric tests of gene ontology (GO) categories, specifically “biological process”, were used, with the annotated transcriptome of *P. onkodes* as a ‘background’, and a *p*-value (Benajmini-Hochberg FDR correction) cut-off of 0.01. BiNGO also allowed for identification of terminal node biological processes. REVIGO [14] was used to summarise and visualise gene ontology terms obtained from enrichment analysis.

Similarity searches for DEGs were conducted using NCBI’s (National Center for Biotechnology Information) Basic Local Alignment Search Tool (BLAST) [15] using the default e-value cut-off of 0.01. In order to identify KEGG pathway components we used the KEGG Mapper – Reconstruct Pathway tool [16]. KEGG annotations were obtained for all expressed and differentially expressed genes for each species using previous KEGG annotations from previously annotated transcriptomes [4]. Proposed cellular locations and pathway involvement of DEGs used in Figure 4 were based on BLASTX similarity searches and KEGG Mapper Reconstruction results. Subcellular localisations were obtained through BLASTX and further checked on the subcellular localisation database, COMPARTMENTS (https://compartments.jensenlab.org/).

## RT-qPCR validation of expression results from CEL-Seq analysis

For qPCR validation of CEL-Seq edgeR expression analysis, reference genes and genes of interest (GOI) were chosen from edgeR normalised reads data. To obtain candidate reference genes we performed reciprocal BLAST analyses with the transcriptomes of *S. durum* and *P. onkodes* to find orthologues of reference genes that have been used with other species of red algae (i.e., the fleshy, red alga *Pyropia haitanensisi*), such as ß-tubulin and ubiquitin conjugating enzyme (UBC), and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) [17]. We also assessed whether better-performing reference genes could be identified from our transcriptomics data. To do this we used a coefficient variation (CV) model to assess the degree of variation for each gene from edgeR normalised reads data, and selected several genes with low variation to identify candidate reference genes [18]. To calculate the CV, we found the ratio of the standard deviation to the mean of each gene, high CVs indicate more variation in expression of a gene, whereas low CVs indicate low variation. Reference genes were chosen if CV < 0.47 and if they had a low standard deviation. GAPDH was only used as a reference gene for *S. durum* as it was found to have a low CV, however, GAPDH was used as a GOI for *P. onkodes* because it was found to be significantly differently expressed, with a high CV.

Primers for GOIs were obtained from exploring *P. onkodes* edgeR data for differentially expressed genes of potential biological interest (e.g., heat-shock proteins, photosystem genes), and then performing reciprocal blast in the *S. durum* transcriptome to find orthologues. Once genes were selected, primer sets were designed for reference genes and GOIs using Primer3 [19].

To test and optimise primer sets, cDNA was synthesised using Superscript III reverse transcriptase (Invitrogen™) from DNase treated RNA of *S. durum* and *P. onkodes* and pooled for each species. Pooled cDNA was used as a template for PCR. PCRs using a thermal gradient (55 ºC – 65 ºC) were conducted to test primers and identify optimal annealing temperatures of primer sets. PCRs were run with 0.5 µL of forward and reverse primer (2.5 µM), 4.5 µL QuantiNova SYBR^®^ Green PCR Master Mix, 3.5 µL DNase/RNAse-Free H_2_O (PCR grade), and 1 µL cDNA pooled template (1:30 dilution). The thermal profile for PCR was 95 ºC for 2 min, followed by 60 cycles of 95 ºC for 5 s, thermal gradient (55 ºC – 65 ºC) for 30 s, and 60 ºC for 10 s. PCRs were assessed by gel electrophoresis on a 2.5% agarose gels.

Subsequent RT-qPCR (CFX96 Touch^TM^, Real-Time PCR Detection System, Bio-Rad) validation of reference genes and GOI was performed (Table S7). Optimal dilution for each gene, primer efficiencies, and coefficient of determination (R^2^) were obtained from serial dilutions of standard curves for each primer set (Table S7). The thermal profile for RT-qPCR was 95 ºC for 2 min, followed by 60 cycles of 95 ºC for 5 s, annealing temperature for specific primer set (identified from PCR) for 30 s, and 60 ºC for 10 s, followed by a melt curve (65 ºC to 95 ºC in 0.5 ºC increments for 5 s at each increment). RT-qPCR was then run to validate differential expression results of RNA-Seq data. Expression analysis through RT-qPCR was conducted on all individual, experimental samples for each species. No template controls were included for each primer set and each sample and reactions were carried out in technical and biological triplicates. The most suitable reference genes for expression analysis were determined through analysis of geometric means in geNorm [20]. For *P.* *onkodes* heme oxygenase and ß-tubulin were determined to be the most suitable reference genes and for *S. durum* GAPDH was identified as the most suitable reference gene (Table S7). Expression analysis was carried out in BioRad’s CFX Maestro Software, log_2_ ∆∆Ct values (relative expression) for each sample were calculated and *p* values obtained to assess significant differential expression across treatments and individuals (Figures S4 and S5), values were normalised to reference genes and predetermined efficiencies of each primer were entered based on standard curves (Table S7).

**Supplementary Figures and Tables**

Figure S1. Effect of global change drivers on metabolic processes of *Sporolithon* cf. *durum* and *Porolithon* cf. *onkodes*. **a**, Graph obtained from TM Page and G Diaz-Pulido [21] of the effect of experimental treatment on the mean amount of O_2_ produced or consumed by *S.* cf. *durum* after 5 months in treatment. Each bar represents mean O_2_ produced or consumed ± standard error (SE), n = 5 -6. **b**, The effect of experimental treatment on the mean amount of O­_2_ produced and consumed by *P.* cf. *onkodes* after 3 months in treatment, values are means ± SE, n = 5. Physiological measurements of *P. onkodes* were normalised to surface area obtained through aluminium foil technique [22]. Significant differences (*p* < 0.05), resulting from Tukey HSD postdoc pairwise comparisons, are indicated by different lowercase letters.

Figure S2. Principal component analysis run on a, *Sporolithon* cf. *durum* and b, *Porolithon* cf. *onkodes*. Blue squares indicate the “control” treatment (8.0 pH and 27.2 ºC), black circles the “T” temperature (8.0 pH and 29.5 ºC), green triangles “pH” treatment (7.7 pH and 27.2 ºC), and the red plus sign the “T+pH” treatment (7.7 pH and 29.5 ºC).

Figure S3. A heatmap of differentially expressed genes from *Sporolithon* cf. *durum* based on *p* values < 0.05, without FDR adjustment. Heatmap shows expression of genes in *S.* cf. *durum*, however, these were not significant. Treatment labels correspond to the following treatments: control (27.2 ºC and 8.0 pH), T (29.5 ºC and 8.0 pH), pH (27.2 ºC and 7.7 pH), and T+pH (29.5 ºC and 7.7 pH).

Figure S4. RT-qPCR validation graphs for *Porolithon* cf. *onkodes*. * denotes significant relative expression compared to a control sample (in bold). Values are the log_2_ relative expression (∆∆Ct) of genes using two reference genes (DN95780 and DN76782) ± normalised standard error of the mean (SEM). a) Transcript likely encoding for Hsp33 (BLASTX); b) transcript likely encoding photosystem II CP47 (BLASTX); and c) transcript likely encoding GAPDH (BLASTX).

Figure S5. RT-qPCR validation graphs for *Sporolithon cf. durum*. * denotes significant expression compared to a control sample (in bold). Values are the log^2^ relative expression (∆∆Ct) of genes using one reference (DN199936) ± normalised standard error of the mean (SEM). a) Transcript likely encoding for serine/threonine protein phosphate (BLASTX); b) transcript likely encoding transcript likely encoding Hsp33 (BLASTX); and c) transcript likely encoding acetyl-CoA (BLASTX).

Table S1. Metabolic responses of crustose coralline algae to the combined effects of elevated temperature and *p*CO_2_/reduced pH, as reported in previous studies. Species that were used in the phylogenetic tree are bolded, all studies in this table were used in the response graph in Figure 1. Green = positive response to elevated temperature and *p*CO_2_/reduced pH, red = negative response to elevated temperature and *p*CO_2_/reduced pH, and blue = no response. Included within the table are species names, order, estimated first occurrence of genera (obtained from V Peña, C Vieira, J Carlos Braga, J Aguirre, A Rösler, G Baele, O De Clerck and L Le Gall [23]), levels of temperature and *p*CO_2_/pH relative to current at time of divergence, species collection location, methodology of metabolic rate measurement, calculated mean value for control and elevated temperature and *p*CO_2_/reduced pH treatments, and respective study. PAM = Pulse Amplitude Modulation Fluorometry. GBR = Great Barrier Reef, Australia

Table S2. Results of two-way analysis of variance (ANOVA) for the effects of temperature and pH (*p*CO_2_) on the metabolic rates of *Porolithon* cf. *onkodes* (from the current experiment) and *Sporolithon* cf. *durum* (data acquired from Page & Diaz-Pulido, 2020).

*Oxygen produced or consumed was normalised to surface area (cm^2^) for *Porolithon* cf. *onkodes* and to the ash-free dry weight (g) of individual fragments for *S.* cf. *durum*.

Table S3. Table of all proteins found to belong to terminal node biological processes from functional enrichment analysis. Table contains transcript/protein ID, top BLASTX similarity search result, proposed cell location based on BLASTX similarity search, expression pattern of transcript/protein based on ANOVA-like test in edgeR comparing all treatment combinations, cluster of heatmap (Figure 3a), description of terminal node biological process obtained through enrichment analysis, and whether or not the transcript/protein was found to be unique to a specific biological process. All BLASTX hits were with red algae unless otherwise specified within table.

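The test across all 4 treatments named in Table S3 was repeated on the P. onkodes counts with edgeR. PRK (DN72649_c1_g2_i2), GAPDH (DN74877_c1_g1_i1), 6PGDH (DN70344_c0_g1_i2) and chloroplast FBA (DN74098_c0_g1_i1) had the smallest FDR of the listed transcripts named in the text or Fig. 4, at 1.67e-06, 5.67e-05, 0.000324 and 0.000402. Of the 22, 6 did not pass the threshold in this test. Stomatin 2 (DN76627_c1_g1_i1) had an edgeR FDR of 0.0546, cytochrome b6f (DN73854_c3_g3_i2) 0.0633, NAD kinase (DN74986_c0_g1_i1) 0.0965, cyclin-F (DN76376_c1_g1_i3) 0.103, phosphoglycolate phosphatase (DN74340_c0_g2_i1) 0.125 and the second PRK transcript (DN73854_c3_g3_i3) 0.131. The lipoxygenase transcript (DN75899_c0_g2_i3), which is not listed there, had an FDR of 0.000324.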

Table S4. Definition for abbreviations found in Figure 4, conceptual model of *Porolithon* cf. *onkodes* cell.

Table S5. Summary of mean carbonate chemistry in the experimental treatments. *p*CO_2_, HCO_3-_, and CO_3_^2-^ were calculated using the R package seacarb by inputting measured pH_T_, total alkalinity (TA), temperature (Temp ºC), and a salinity of 35.5 ± 0.2. All values are mean ± standard error (SE). High-Mg calcite was calculated for 16.4% calcite following methods from G Diaz-Pulido, KRN Anthony, DI Kline, S Dove and O Hoegh-Guldberg [3].

Table S6. Statistics for number of reads, the number of counts (the counted number of reads mapped to each gene), and mapping % generated during CEL-Seq pipeline for both *Sporolithon* cf. *durum* and *Porolithon* cf. *onkodes*. Samples that had <900,000 reads and low mapping percentage were removed from analysis.

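Table S6 lists 16 of the 17 P. onkodes libraries, and for 15 of them its number of counts equals the total of the deposited column. For library PO12 the column holds 372009 counts, and the paper's number is 1256101. In S. durum the column total equals the number listed under the same name for SD10 alone, and each other column's total is listed for another sample: SD3 and SD11, SD4 and SD12, SD5 and SD13, SD6 and SD14, SD7 and SD15, SD8 and SD17, SD9 and SD18, SD1 and SD19, and SD2 and SD20 have exchanged numbers. Of these pairs, SD3 and SD11, SD7 and SD15, and SD2 and SD20 belong to 1 treatment, so that an exchange within them changes no comparison.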

Table S7. Transcripts used for RT-qPCR validation of CEL-Seq expression profiles. Primers for housekeeping (HK) genes and genes of interest (GOI) were designed and used for validation. Table has accession number for transcripts, species, BLASTX annotation of sequence, primer sequences, expected amplicon size (bp), primer optimal annealing temperature (Tm) ºC, and PCR efficiency (%) and coefficient of determination (R^2^) from qPCR standard curve analysis. HK genes were chosen from commonly used HKGs, such as beta-tubulin (β-tubulin), glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and ubiquitin C (UBC), and through investigation of transcripts with low standard deviation and that were not significantly differentially expressed through edgeR analysis (i.e., heme oxygenase).

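The CEL-Seq2 counts of the P. onkodes transcripts chosen for RT-qPCR differed in depth. Ferritin-3 (DN73238_c10_g1_i1) had 68266 counts over the 17 libraries, HSP33 (DN72227_c0_g4_i1) 2930, acetyl-CoA (DN71939_c0_g6_i1) 701, heme oxygenase (DN95780_c0_g1_i1) 155, photosystem II CP47 (DN73640_c0_g1_i1) 126 and beta-tubulin (DN76782_c6_g1_i1) 19. Acetyl-CoA rose from 14.6 ± 3.13 CPM (SD, n = 4) in the control to 56.4 ± 26.2 CPM (SD, n = 5) in T + pH, a log2 fold change of 2.01 (standard error 0.50, edgeR FDR = 0.0421). Its edgeR FDR was 0.108 without PO10, 0.0641 without PO16, 0.0742 without PO17, 0.0691 without PO4, 0.0764 without PO12 and 0.237 without PO15. Over the alternatives the FDR ranged from 0.00403, with DESeq2, to 0.559, with edgeR in thinned libraries. HSP33 fell from 242 ± 65.7 to 115 ± 28.2 CPM, a log2 fold change of -1.02 (standard error 0.39) that did not pass the threshold (edgeR FDR = 0.256), and over the alternatives its FDR ranged from 0.00607, with DESeq2, to 0.533. CP47 and ferritin-3 had log2 fold changes of -1.06 (standard error 0.92) and 0.19 (standard error 0.47), neither past the threshold (edgeR FDR = 0.814 and 0.977). Of the reference transcripts, heme oxygenase varied from 3.39 to 65.7 CPM among control libraries and from 6.58 to 334 CPM among T + pH libraries, and beta-tubulin was found in 5 of the 17 libraries. In S. durum, the log2 fold changes between T + pH and the control were -0.11 (standard error 0.60) for GAPDH (DN199936_c0_g1_i2), -0.08 (standard error 0.69) for acetyl-CoA (DN199578_c0_g1_i2), 0.46 (standard error 0.83) for serine/threonine phosphatase (DN198856_c0_g2_i4) and 0.55 (standard error 0.66) for HSP33 (DN197763_c0_g2_i5), each within its error and with an edgeR FDR of 1.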

**Additional file 2**

Dataset S1 (separate file). 

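Each line of Additional file 2 pairs a P. onkodes transcript with its log2 fold change, F statistic, p and FDR in 1 comparison, signed as the first-named treatment minus T + pH or pH. Here each transcript was taken once, at its first line, so that any listed in several comparisons counts under a single comparison. The numbers for each comparison may therefore not be complete. Taken so, there are 231 transcripts under T + pH against the control, 84 under T + pH against pH, 23 under T + pH against T and 1 under pH against the control. All of these were tested here, had the same sign and had an unadjusted p under 0.05 in the deposited counts. The log2 fold changes of the 231 had a Pearson correlation of 0.998 with those computed here (across transcripts, which are not independent replicates), with a median absolute difference of 0.0958. Of the listed transcripts, 81 of 231, 24 of 84, 6 of 23 and 0 of 1 were called DEGs here in the comparison they were counted under. Of the DEGs called here, 81 of 149 against the control, 73 of 144 against pH and 22 of 30 against T are listed under any comparison.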

Table of all significantly (FDR < 0.05), differentially expressed genes (DEGs) from pairwise comparisons of experimental treatments from edgeR analysis for *Porolithon cf. onkodes*. Table includes *P. cf. onkodes* gene identifiers and values for log expression fold changes (logFC), log counts per million (logCPM), *F* statistic, *p* value, false discovery rate (FDR; *p* adjusted by the Benjamini-Hochberg procedure) for pairwise comparisons of each treatment combination. Treatment comparisons are listed as follows: control (27.2 ºC + 8.0 pH), T (29.5 ºC + 8.0 pH), pH (27.2 ºC + 7.7 pH), and T+pH (29.5 ºC + 7.7 pH). Annotations for DEGs that returned BLASTX similarity search hits are given. If transcript didn't return a hit, no annotation is given, and cell is left blank.

**References**

1. Dickson AG, Sabine CL, Christian JR: Guide to best practices for ocean CO_2_ measurements: North Pacific Marine Science Organization; 2007.

2. Gattuso J-P, Epitalon J-M, Lavigne H, Orr JC, Gentili B, Hagens M, Hofmann A, Mueller J-D, Proye A, Rae J *et al*: seacarb: seawater carbonate chemistry with R. In*.*, 3.2.12 edn; 2019.

3. Diaz-Pulido G, Anthony KRN, Kline DI, Dove S, Hoegh-Guldberg O: Interactions between ocean acidification and warming on the mortality and dissolution of coralline algae. *Journal of Phycology* 2012, 1(48):32-39.

4. Page TM, McDougall C, Diaz-Pulido G: *De novo* transcriptome assembly for four species of crustose coralline algae and analysis of unique orthologous genes. *Scientific Reports* 2019, 9(1):12611.

5. Hashimshony T, Senderovich N, Avital G, Klochendler A, de Leeuw Y, Anavy L, Gennert D, Li S, Livak KJ, Rozenblatt-Rosen O *et al*: CEL-Seq2: Sensitive highly-multiplexed single-cell RNA-Seq. *Genome Biology* 2016, 17(1):77.

6. McDougall C, Aguilera F, Shokoohmand A, Moase P, Degnan BM: Pearl sac gene expression profiles associated with pearl attributes in the silver-lip pearl oyster, *Pinctada maxima*. *Frontiers in Genetics* 2021, 11:597459-597459.

7. Schmieder R, Edwards R: Quality control and preprocessing of metagenomic datasets. *Bioinformatics* 2011, 27(6):863-864.

8. Langmead B, Trapnell C, Pop M, Salzberg SL: Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biology* 2009, 10(3):R25.

9. Grün D, Kester L, van Oudenaarden A: Validation of noise models for single-cell transcriptomics. *Nature Methods* 2014, 11(6):637-640.

10. Robinson MD, McCarthy DJ, Smyth GK: edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 2010, 26(1):139-140.

11. Kolde R: pheatmap: Pretty heatmaps. In*.* Edited by Kolde R, 1.0.12 edn; 2015.

12. Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, Amin N, Schwikowski B, Ideker T: Cytoscape: A software environment for integrated models of biomolecular interaction networks. *Genome Research* 2003, 13(11):2498-2504.

13. Heymans K, Kuiper M, Maere S: BiNGO: a Cytoscape plugin to assess overrepresentation of Gene Ontology categories in Biological Networks. *Bioinformatics* 2005, 21(16):3448-3449.

14. Supek F, Bošnjak M, Škunca N, Šmuc T: REVIGO summarizes and visualizes long lists of gene ontology terms. *PLOS ONE* 2011, 6(7):e21800.

15. Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ: Basic local alignment search tool. *Journal of Molecular Biology* 1990, 215:403-410.

16. Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M: KEGG as a reference resource for gene and protein annotation. *Nucleic Acids Research* 2016, 44(D1):D457-D462.

17. Li B, Chen C, Xu Y, Ji D, Xie C: Validation of housekeeping genes as internal controls for studying the gene expression in *Pyropia haitanensis* (Bangiales, Rhodophyta) by quantitative real-time PCR. *Acta Oceanologica Sinica* 2014, 33(9):152-159.

18. Zeng J, Liu S, Zhao Y, Tan X, Aljohi HA, Liu W, Hu S: Identification and analysis of house-keeping and tissue-specific genes based on RNA-seq data sets across 15 mouse tissues. *Gene* 2016, 576(1, Part 3):560-570.

19. Rozen S, Skaletsky H: Primer3 on the WWW for general users and for biologist programmers. *Methods Mol Biol* 2000, 132:365-386.

20. Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A, Speleman F: Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. *Genome Biology* 2002, 3(7):1-12.

21. Page TM, Diaz-Pulido G: Plasticity of adult coralline algae to prolonged increased temperature and *p*CO_2_ exposure but reduced survival in their first generation. *PLOS ONE* 2020, 15(6):e0235125.

22. Marsh Jr JA: Primary productivity of reef‐building calcareous red algae. *Ecology* 1970, 51(2):255-263.

23. Peña V, Vieira C, Carlos Braga J, Aguirre J, Rösler A, Baele G, De Clerck O, Le Gall L: Radiation of the coralline red algae (Corallinophycidae, Rhodophyta) crown group as inferred from a multilocus time-calibrated phylogeny. *Molecular Phylogenetics and Evolution* 2020, 150:106845.

24. Anthony KRN, Kline DI, Diaz-Pulido G, Dove S, Hoegh-Guldberg O: Ocean acidification causes bleaching and productivity loss in coral reef builders. *Proceedings of the National Academy of Sciences* 2008, 105(45):17442-17446.

25. Bergstrom E, Ordoñez A, Ho M, Hurd C, Fry B, Diaz-Pulido G: Inorganic carbon uptake strategies in coralline algae: Plasticity across evolutionary lineages under ocean acidification and warming. *Marine Environmental Research* 2020, 161:105107.

26. Kim J-H, Kim N, Moon H, Lee S, Jeong SY, Diaz-Pulido G, Edwards MS, Kang J-H, Kang EJ, Oh H-J *et al*: Global warming offsets the ecophysiological stress of ocean acidification on temperate crustose coralline algae. *Marine Pollution Bulletin* 2020, 157:111324.

27. Martin S, Cohu S, Vignot C, Zimmerman G, Gattuso J-P: One-year experiment on the physiological response of the Mediterranean crustose coralline alga, *Lithophyllum cabiochae*, to elevated *p*CO_2_ and temperature. *Ecology and Evolution* 2013, 3(3):676-693.

28. Qui-Minet ZN, Coudret J, Davoult D, Grall J, Mendez‐Sandin M, Cariou T, Martin S: Combined effects of global climate change and nutrient enrichment on the physiology of three temperate maerl species. *Ecology and Evolution* 2019, 9(24):13787-13807.

29. Vásquez-Elizondo RM, Enríquez S: Coralline algal physiology is more adversely affected by elevated temperature than reduced pH. *Scientific Reports* 2016, 6:19030.

30. Sordo L, Santos R, Barrote I, Silva J: Temperature amplifies the effect of high CO_2_ on the photosynthesis, respiration, and calcification of the coralline algae *Phymatolithon lusitanicum*. *Ecology and Evolution* 2019, 9(19):11000-11009.

31. Muñoz PT, Sáez CA, Martínez-Callejas MB, Flores-Molina MR, Bastos E, Fonseca A, Gurgel CFD, Barufi JB, Rörig L, Hall-Spencer JM *et al*: Short-term interactive effects of increased temperatures and acidification on the calcifying macroalgae *Lithothamnion crispatum* and *Sonderophycus capensis*. *Aquatic Botany* 2018, 148:46-52.

How the deposited data were processed for this re-analysis (not part of the article)

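The data are CEL-Seq2 counts of 36 libraries, 17 of P. onkodes (4 from the control, 4 from T, 4 from pH and 5 from T + pH) and 19 of S. durum (4 from the control and 5 from each other treatment). The algae had been kept for 3 months at 27.2 or 29.5 °C and at pH 8.0 or 7.7, for which the paper gives a pCO2 of 450 and 1000 µatm. The treatment of each library was taken from its sample name and compared with Table S6. For S. durum the names and the totals of Table S6 give different treatments for most libraries, and the names were used. Libraries PO9 and PO13 of P. onkodes, which the paper's analysis left out, were not analysed here.

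The authors trimmed the reads, mapped them with bowtie2 to the de novo Trinity transcriptome of each species together with the sequences of the ERCC spike-in RNAs, and counted UMIs per transcript with the CEL-Seq pipeline. The values they deposited are counts per transcript, without normalization, with 1 column for each library, and no replicates were pooled. The deposited counts do not include the paper's filter on low counts. Whether they include its correction for transcripts that share a UMI could not be told. They hold no ERCC transcripts. The length of the UMIs was not given in the sources used here. No genome was used, so that transcripts carry their Trinity names, and protein names were taken from Table S3, Table S7 and Additional file 2, where they are matches in other species. Isoforms of 1 Trinity gene can share reads, and their counts are uncertain to that extent.

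From these counts, transcripts with a total of at least 5 counts over the libraries of a species were kept. Counts were normalized by the TMM method and tested with edgeR (version 4.0.16, in R 4.3.3, with limma 3.58.1) by the quasi-likelihood F-test with robust estimation, in the form used by earlier versions of edgeR such as the paper's. All 4 treatments of a species were fitted in 1 model. The 6 pairwise comparisons, the test across all treatments and the interaction of temperature and pH were computed, each with Benjamini-Hochberg adjustment over all tested transcripts (FDR). A DEG had an FDR below 0.05 and an absolute log2 fold change above 0.3. The standard error of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. CPM were computed from the TMM-scaled library sizes, and are given as mean ± SD over the libraries of a treatment. The share of the squared distance between libraries explained by treatment was computed by PERMANOVA on Euclidean distances of log2 CPM (prior count of 2) with 100000 permutations. Library totals were compared by two-sided exact permutation tests of log10 totals. These steps and the figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

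Total counts per library ranged from 78142 to 3012292 in P. onkodes and from 262942 to 21542260 in S. durum. The limit for a transcript without a count was set at 3 counts over the libraries of a treatment together, and a fold change against such a treatment is given as at least the ratio to that limit. Ratios of small counts are given with exact binomial 95% intervals of the pooled counts. Limits and intervals cover counting error only. Pairs of libraries of the same treatment were compared by a chi-square test of their counts, and each pair differed by more than the sampling noise, so that no library was counted as a copy of another.

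The tests were first run on simulated data in which 200 transcripts were changed in T + pH alone in libraries with the real depths and spread. Between T + pH and the control, edgeR recovered 30.5% of the changed transcripts among 29276 tested in P. onkodes, with 26 false calls. Among 51670 tested in S. durum it recovered 0%, with 0 false calls. DESeq2 (version 1.42.0) recovered 33.5% in the same comparison in P. onkodes with 9 false calls, and 15.5% in S. durum with 93 false calls. For 16 S. durum libraries, without SD1, SD2 and SD5, edgeR recovered 35.5% of the changes among 39228 tested with 1 false call, and DESeq2 52% with 17 false calls.

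The transcripts named were chosen by a rule written before the counts were seen: the transcripts of Table S3 that encode a protein named in the paper's results or drawn in Fig. 4, the lipoxygenase transcript of Additional file 2, the RT-qPCR transcripts of Table S7, the 3 largest increases and 3 largest decreases among P. onkodes DEGs between T + pH and the control without overlap of their CPM ranges, every DEG of a comparison with 5 DEGs or fewer, and the 2 S. durum transcripts with the smallest p between T + pH and the control. The paper's values for the transcripts of its tables had been seen when the rule was written. Values are given for 40 P. onkodes and 6 S. durum transcripts, and 1 further transcript of the rule is not reported here.

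The alternatives chosen before the data were examined were DESeq2, edgeR's current quasi-likelihood method, estimation without robustness, a common dispersion alone, median-of-ratios factors, filterByExpr, no filter, a filter of at least 5 counts in every library, a total of more than 5 counts, a log2 fold change above 1.2, only the libraries of the treatments compared in the fit, the 16 P. onkodes libraries of Table S6, a strict reading of the paper's depth rule (without PO16 in P. onkodes and SD9 in S. durum, by the numbers of Table S6), isoforms summed per Trinity gene, libraries thinned at random to the smallest total of the species, and each library left out in turn. Table S6 gives SD9 262942 counts, but the deposited column SD9 holds 21542260, the most of the species, and the column SD18 holds 262942, so that in S. durum the strict reading left out the deepest library and kept the shallowest, and is not a test of depth. For PERMANOVA they were Bray-Curtis distance, 1 minus Spearman's correlation, filterByExpr, thinned libraries and each library left out. Alternatives added after the data had been seen were a correction for UMIs of 7 bases, a total of at least 12 counts, no normalization factors and, for S. durum, treatments by the totals of Table S6, the 16 libraries without SD1, SD2 and SD5, and both together. Other splits of the libraries into groups of the same sizes were drawn, at most 60 in P. onkodes and 40 in S. durum. Gene ontology terms were not tested, since no annotation of the whole transcriptome was used here, and the photosynthesis, calcification and RT-qPCR measurements of the paper were not analysed here.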

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

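Libraries that stood apart from the others of their treatment were looked for with Dixon's test, on log10 totals and log10 numbers of transcripts detected per library and on log2(CPM + 1) of each named transcript. It was set before the counts were seen, and the only test chosen after the result was seen in this part is that of the 3 S. durum libraries of another profile. Chance gives about 1 library apart in 20 groups. Of 16 groups for the library measures 1 had a library apart, and of 176 groups for the named transcripts 22 had one. The groups are not independent, since the same libraries enter many of them. All comparisons in this part are between libraries of 1 treatment, so that the design names no biological difference, and no biological explanation was tested.

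Among the library measures, SD18 (T, S. durum) had 18898 detected transcripts, the fewest of the 5 T libraries, in which the others had between 36048 and 38490. Its total of 262942 counts is the smallest of the species, against between 2365847 and 9499485 in the other T libraries. The total itself was not far enough from the others to be marked by Dixon's test. By the totals of Table S6, this column belongs to SD9 (pH).

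Library PO10 was apart from the other control libraries for 4 transcripts, each without a count in PO16, PO17 and PO4: DN103343_c0_g1_i1 at 10.3 CPM (28 counts), DN115192_c0_g1_i1 at 8.80 CPM (24 counts), DN74022_c1_g2_i1 at 6.97 CPM (19 counts) and DN74013_c0_g1_i1 at 6.23 CPM (17 counts). PO10 holds 2629626 counts, while the others hold between 205975 and 532955. A single count in PO4 corresponds to 5.05 CPM, so that levels of this size were near the limit of detection there. In PO10 the 4 transcripts rest on 17 to 28 counts each and are not single counts. They are also 4 of the 5 DEGs between pH and T, for which they were named, and were found in all 4 pH libraries.

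Library PO18 (T) was apart for DN68120_c0_g1_i2 at 94.6 CPM, where the other T libraries lay between 15.2 and 17.2 CPM. PO18 was also apart for DN73611_c0_g3_i1 (PGR5) and DN75899_c0_g2_i3 (lipoxygenase), both at 5.57 CPM, which is a single count in that library. Other T libraries were between 16.4 and 19.2 CPM for PGR5 and at 0 or 0.330 CPM for lipoxygenase.

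In PO19 (T + pH), the shallowest P. onkodes library, DN73854_c3_g3_i3 (PRK) and DN74986_c0_g1_i1 (NAD kinase) had 0 counts. The other T + pH libraries lay between 38.9 and 114 CPM for the former and between 14.5 and 26.8 CPM for the latter, and 1 count in PO19 corresponds to 18.6 CPM. DN95780_c0_g1_i1 (heme oxygenase), a reference transcript of the RT-qPCR, had 18 counts or 334 CPM there, and between 6.58 and 19.4 CPM in the other T + pH libraries.

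The remaining P. onkodes values were mostly single or few counts. DN76782_c6_g1_i1 (beta-tubulin) was found in PO15 alone among the T + pH libraries (3.17 CPM, 11 counts), in PO2 alone among T (1.65 CPM, 5 counts) and in PO3 alone among pH (1.71 CPM, 1 count). DN74013_c0_g1_i1 was at 0.288 CPM in PO15 (1 count) and DN103343_c0_g1_i1 at 0.598 CPM in PO6 (1 count), the only T + pH libraries with either. DN71370_c1_g1_i10 was at 1.32 CPM in PO2 (4 counts), the only T library with a count. DN67878_c0_g1_i3 had 0 counts in PO14 and between 10.9 and 15.4 CPM in the other pH libraries, and DN73638_c0_g1_i4 (ABC transporter) had 0 counts in PO4 and between 3.39 and 4.39 CPM in the other control libraries. DN73640_c0_g1_i1 (CP47) stood at 28.5 CPM in PO16 (13 counts) and between 5.05 and 6.79 CPM in the other control libraries. DN73238_c10_g1_i1 (ferritin-3) was at 7696 CPM in PO8 (6120 counts) and between 2470 and 2919 CPM in the other T libraries, the only one of these values with a large count.

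In S. durum, SD5 (pH) was apart for DN197763_c0_g2_i5 (HSP33) at 14.4 CPM and DN198856_c0_g2_i4 (serine/threonine phosphatase) at 1.69 CPM, while the other pH libraries lay between 64.0 and 101 CPM and between 27.1 and 42.7 CPM. SD5 is 1 of 3 libraries whose whole profile differed from that of the other 16. Of the other 2, SD2 (T) was also low for both transcripts, at 27.7 and 1.69 CPM, and SD1 (T) was low for DN198856_c0_g2_i4 alone, at 5.52 CPM beside 71.8 CPM for DN197763_c0_g2_i5. The tables argue against library depth, since SD5 holds 1497574 counts, within the range of the other pH libraries, and the median rank correlation between the 3 and the 16 was -0.0241 in libraries thinned to 1 total. What sets the 3 libraries apart is taken up under the other observations.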

How the results depend on the processing

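The tests chosen only after the result was seen were a total of at least 12 counts, no normalization factors, a correction for UMIs of 7 bases and, in S. durum, treatments by the totals of Table S6 and the 16 libraries without SD1, SD2 and SD5; the others had been chosen before the data were examined. No paired analysis was possible because the treatments share no replicate numbers. Not run were library sizes from the ERCC counts and ERCC transcripts kept in the fit (the counts hold none), a correction for UMIs of 6 bases (counts exceed their number), and all 19 P. onkodes libraries, since PO9 and PO13 were not analysed here. Apart from the named transcripts, 706 values under an alternative stayed within 1.5 times or on the same side of the threshold, 148 moved further and 2 reversed. Of the log2 fold changes of named transcripts, 1384 kept their direction and side of the threshold, 131 lost and 33 gained it, and 15 reversed. Unless the alternative's own construction shows it, the cause was not tested.

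The numbers of P. onkodes DEGs moved most with the filter and with the libraries in the fit. Without a filter there were 141 for T against control, 41 for pH against control, 566 for T + pH against control, 249 for pH against T, 219 for T + pH against T, 444 for T + pH against pH, 1162 across all treatments and 30 for the interaction, with 56 shared by the 3 comparisons with T + pH and 300 against the control alone. With only the libraries of the 2 treatments compared, they were, in the order of the pairwise comparisons above, 157, 59, 960, 453, 62 and 671, with 33 shared and 595 against the control alone. With at least 5 counts in every library, which left far fewer transcripts to test, they were 9 for T + pH against control, 6 for T + pH against T, 0 for T + pH against pH, 0 for pH against T and 1 across all treatments, with 0 shared and 5 against the control alone. With filterByExpr they were 60 for T + pH against control, 43 for T + pH against pH, 0 for pH against T and 82 across all treatments, with 6 shared and 31 against the control alone. A total of at least 12 counts gave 97 for T + pH against control, 3 for pH against T and 62 against the control alone.

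In libraries thinned to 1 total, edgeR called 10 DEGs for T against control, 4 for pH against control, 34 for pH against T, 84 for T + pH against T and 8 for the interaction, with 27 shared by the 3 comparisons. DESeq2 called 83 for T + pH against T, 12 for pH against T, 210 across all treatments and 1 for the interaction, with 34 shared. Summing isoforms gave 39 for T + pH against control, 19 for T + pH against T, 54 for T + pH against pH, 2 for pH against T and 121 across all treatments, with 6 shared and 20 against the control alone. EdgeR's current quasi-likelihood method gave 81 for T + pH against control, 3 for pH against T and 50 against the control alone. Estimation without robustness gave 49 for pH against T, and the strict depth rule 25. The 16 libraries of Table S6 gave 94 for T + pH against control, 50 for T + pH against T, 9 for pH against T and 48 against the control alone. Median-of-ratios factors gave 72 for T + pH against control, 3 for pH against T, 237 across all treatments and 40 against the control alone. Without normalization factors there were 276, 48 and 656, with 19 shared and 187 against the control alone. The split of DEGs between T + pH and the control moved with DESeq2 from 37 higher and 112 lower to 69 higher and 99 lower, and that between T + pH and T from 11 and 19 to 43 and 40. Common dispersion alone, more than 5 counts in total, a log2 fold change above 1.2 and the correction for UMIs of 7 bases moved none of the DEG counts of either species by more than 1.5 times.

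With 1 P. onkodes library left out in turn, the number of DEGs ranged from 0 to 13 (without PO8) for T against control, from 0 to 3 (PO10) for pH against control, from 19 (PO15) to 263 (PO5) for T + pH against control, from 0 (PO2) to 110 (PO5) for pH against T, from 17 (PO15) to 91 (PO7) for T + pH against T, from 32 (PO15) to 261 (PO10) for T + pH against pH, from 231 (PO3) to 690 (PO7) across all treatments, and from 0 to 4 (PO6) for the interaction. The number shared by the 3 comparisons ranged from 3 (PO15) to 30 (PO6), and the number against the control alone from 9 (PO15) to 179 (PO5). The other libraries that moved a count by more than 1.5 times are named beside the results. The libraries PO15, PO12 and PO10 mattered most to the named transcripts: of 40, edgeR called 23 with all libraries, 11 without PO15, 12 without PO12 and 14 without PO10.

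In S. durum edgeR called 0 DEGs in every pairwise comparison with all libraries, where between 642 and 14046 transcripts had an unadjusted p under 0.05, and under each alternative except the omission of SD5, which gave 3182 for T + pH against T (17461 at an unadjusted p under 0.05). Across all treatments there were 0 to 6536 (SD5) with 1 library left out and 11 with the current quasi-likelihood method. The interaction gave 0 to 2186 (SD9) with 1 library left out, 2186 under the strict depth rule, which omits the same library (by its column of 21542260 counts the deepest, not the shallowest, so that this shows no effect of a depth rule; without the shallowest column, SD18, the interaction gave 0), and 1638 with the current method. DESeq2 called 3955 for T against control, 1393 for pH against control, 293 for T + pH against control, 2 for pH against T, 5072 for T + pH against T, 1576 for T + pH against pH, 788 across all treatments and 7262 for the interaction. On simulated S. durum libraries DESeq2 made 93 false calls beside 31 true ones in the comparison of T + pH with the control, where edgeR made no calls.

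The share of the distance between libraries explained by treatment had a permutation p above 0.05 under every alternative, with shares from 15.8% to 22.0% in P. onkodes and from 9.45% to 27.6% in S. durum. The difference in log10 depth of P. onkodes libraries reversed when detected transcripts replaced the total: it was -0.0354 for T + pH minus T and -0.00990 for T + pH minus control, with p = 0.889 and 0.984 in exact permutation tests.

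Other reversals concerned transcripts that were not DEGs between T + pH and the control and had an FDR above 0.05 under every alternative and with each library left out. Heme oxygenase (DN95780_c0_g1_i1) was at -0.64 with the 16 libraries of Table S6 and ranged from -0.64 (without PO19) to 2.89 (PO4). CP47 (DN73640_c0_g1_i1) was at 0.17 in thinned libraries. Ferritin-3 (DN73238_c10_g1_i1) was at -0.035 without PO4 and ranged from -0.15 (PO12) to 0.74 (PO16), and beta-tubulin (DN76782_c6_g1_i1) from -2.28 (PO15) to 1.69 (PO16). In S. durum with treatments by the totals of Table S6, GAPDH (DN199936_c0_g1_i2) and acetyl-CoA (DN199578_c0_g1_i2) were at 0.21 and 0.36, and at 0.14 and 0.25 with the 16 libraries as well. With 1 library left out they ranged from -0.43 (SD7) to 0.067 (SD19) and from -0.37 (SD10) to 0.32 (SD4). Acetyl-CoA was also positive without SD13, SD15 and SD19 (0.29, 0.14 and 0.075).

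Depth limits the lower levels most. In PO19, the shallowest library, 1 count of a transcript corresponds to 18.6 CPM, and in PO10 28 counts correspond to 10.3 CPM. In libraries thinned to the total of PO19, 37 of the 40 named P. onkodes transcripts could still be tested and edgeR called 10 of them, whereas the number of DEGs between T + pH and the control was 147.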

Differences from the paper's values

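No test in this part was chosen only after the result was seen except a total of at least 12 counts, no normalization factors and the 16 S. durum libraries without SD1, SD2 and SD5. The alternatives counted below were all chosen before the data were examined, and each library left out in turn is 1 of them.

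The paper lists 231 transcripts between T + pH and the control of P. onkodes (Additional file 2), and 149 DEGs were called here. The number was within 1.5 times the paper's with DESeq2 (168), without robust estimation (186), with common dispersion alone (166), under the strict depth rule (183), and without PO16 (183), PO17 (236), PO18 (168), PO1 (173), PO2 (187), PO8 (221), PO3 (162), PO5 (263), PO6 (171) or PO7 (213). Under the other 18 alternatives it was not. Additional file 2 lists 104 transcripts as higher in T + pH than in the control, and the number of DEGs higher in T + pH here was 37, whether listed there or not. Without a filter there were 156, and without PO6 or PO7 71 each, while the other 29 alternatives stayed further from the paper's number. In its text the paper gives 130 upregulated transcripts, taken from a heatmap cluster, where the pairwise test here called the same 37. The test across all 4 treatments, on which the paper's legend of Table S3 bases expression patterns, gave 114 transcripts higher in T + pH than in the control, within 1.5 times the paper's number. In the pairwise test the number was so without a filter (156), and under the other 31 alternatives it was not. The added setting without normalization factors called 276 DEGs between T + pH and the control, 75 of them higher in T + pH, and 19 in all 3 comparisons with T + pH, within 1.5 times the paper's 231, 104 and 27, but it was chosen after seeing the values, and it left 119 of the 231 listed transcripts uncalled (150 with TMM factors).

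Between T + pH and T the paper shows about 70 DEGs in Fig. 2a, read by eye, and 30 were called here. The numbers with DESeq2 (83), with only the libraries of the 2 treatments (62), with the 16 libraries of Table S6 (50), in thinned libraries (84) and without PO19 (50), PO6 (55) or PO7 (91) were within 1.5 times that, and those under the other 25 alternatives were not. In all 3 comparisons with T + pH, the paper gives 27 DEGs and 10 were found here. DESeq2 (34), only the libraries of the 2 treatments (33), thinned libraries (27) and the omission of PO6 (30) or PO7 (22) came within 1.5 times of the paper's number, and the other 27 alternatives did not. Of DEGs shared by the comparisons with the control and T alone the paper shows about 20 in Fig. 2a, read by eye, against 7 here. For the control and pH alone it shows about 51 in Fig. 2a, read by eye, against 28 here, and for T and pH alone about 9 in Fig. 2a, read by eye, against 1 here. These 3 overlaps were not computed under the alternatives.

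Between pH and the control the paper lists 1 DEG, the lipoxygenase transcript (DN75899_c0_g2_i3), and 0 were called here by edgeR, with 1639 transcripts at an unadjusted p under 0.05, and 0 by DESeq2. None of 32 alternatives gave a number within 1.5 times the paper's. The transcript itself was called without a filter, among 41 DEGs (edgeR FDR = 0.0460), and with only the libraries of the 2 treatments, among 59 (edgeR FDR = 0.0208), and its FDR ranged up to 1 over the alternatives. Between pH and T the paper lists 0 DEGs and 5 were called here. With filterByExpr, with at least 5 counts in every library and without PO2 the number was 0, and under the other 29 alternatives it was not.

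The paper's common dispersion is 0.169 for P. onkodes, and 0.259 was estimated here. It was within 1.5 times the paper's with filterByExpr (0.220), with at least 5 counts in every library (0.226), with the 16 libraries of Table S6 (0.240) and without PO10 (0.252), PO4 (0.249), PO18 (0.243) or PO19 (0.240), and was further away under the other 23 alternatives. For S. durum the paper's common dispersion is 0.293, and 1.59 was estimated here. With at least 5 counts in every library it was 0.329, and under the other 30 alternatives it was more than 1.5 times the paper's. Without SD1, SD2 and SD5 it was 0.292, a setting chosen after seeing the values. The paper calls no S. durum DEGs, so that this setting drops none of the paper's called transcripts.

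The total count of the library differs from the number in Table S6 by more than 1.5 times for PO12, where the paper's is 1256101 and the deposited column holds 372009, and for 14 S. durum libraries. For SD3 the paper's number is 999343 and the total here 3644235, and SD11 has these numbers exchanged. The same holds for SD4 (paper 2078440, here 775382) and SD12, for SD5 (paper 5225552, here 1497574) and SD13, for SD7 (paper 948133, here 3138109) and SD15, for SD8 (paper 1403593, here 3784547) and SD17, for SD9 (paper 262942, here 21542260) and SD18, and for SD2 (paper 9499485, here 2365847) and SD20. SD6 and SD14, and SD1 and SD19, also have their numbers exchanged but differ by less than 1.5 times. No alternative changes a total.

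Table S3 gives NAD kinase (DN74986_c0_g1_i1) as lower in T + pH. Here its log2 fold change was 2.30, higher in T + pH, which is also the direction of its value in Additional file 2. Of the 22 transcripts that Table S3 lists for proteins named in the paper's text or Fig. 4, 21 had the direction of the table. The paper gives stomatin 2, cytochrome b6f, the FBA isoforms, PLGG1, phosphoglycolate phosphatase, an ABC transporter, cyclin-F, a second PRK transcript, a second GAPDH transcript and NAD kinase as changed under T + pH, and edgeR called none of these between T + pH and the control here. In edgeR's test across all 4 treatments, which Table S3 names for its expression patterns, the FBA isoforms (0.00661 and 0.00682), the ABC transporter (0.0144), PLGG1 (0.0300) and the second GAPDH transcript (0.0479) passed the threshold and the others did not. Between T + pH and the control, stomatin 2 passed the threshold with DESeq2 (0.0124), filterByExpr (0.0375), only the 2 treatments in the fit (0.0327) and the 16 libraries of Table S6, which omit PO19 (0.0491). With only the libraries of the 2 treatments, cytochrome b6f (0.0491), PLGG1 (0.0241), NAD kinase and the second GAPDH transcript (both 0.0442), the FBA isoforms (0.0114 and 0.0124) and the ABC transporter (0.00198) passed it. Without a filter the FBA isoforms (0.0276 and 0.0294) and the ABC transporter (0.00449) did, and without normalization factors, chosen after seeing the values, they had 0.0432, 0.0457 and 0.0222. With 1 library left out, the FBA isoforms passed it without PO17 (0.0450 and 0.0463) or PO6 (0.0351 and 0.0368), and the ABC transporter without PO18, PO1, PO2, PO8, PO3, PO5, PO6 or PO7 (0.0418, 0.0411, 0.0403, 0.0300, 0.0425, 0.0359, 0.0129 and 0.0297). The highest FDR over the alternatives and the libraries left out, in thinned libraries unless named, was 0.925 for stomatin 2, 0.609 for cytochrome b6f (without PO15), 0.617 for PLGG1 (without PO10), 0.697 for NAD kinase, 0.627 for the second GAPDH transcript (without PO10), 0.311 and 0.661 for the FBA isoforms and 0.501 for the ABC transporter. Phosphoglycolate phosphatase, cyclin-F and the second PRK transcript were above 0.05 under every alternative and with each library left out. All of these are Benjamini-Hochberg adjusted p from edgeR's or, where named, DESeq2's test.

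A total of at least 12 counts left 22823 P. onkodes transcripts, the number that the p and FDR of Additional file 2 imply were tested. With that filter, chosen after seeing the values, 97 DEGs were called between T + pH and the control, further from the paper's number than the 149 called with a total of at least 5, and 170 of the 231 listed transcripts were not called.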

Other observations

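The tests chosen only after the result was seen were the 5 tests on the 3 S. durum libraries of another profile, the DEGs and the power without these libraries, the relabelling by Table S6, which was chosen after the total counts had been seen, both tests on PO12 and PO15, and that of normalization on the share of DEGs that rose. The power with all S. durum libraries, the thinned libraries and the other splits of the libraries had been set before their results were seen.

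Libraries SD1 and SD2 (T) and SD5 (pH) of S. durum had nearly the same profile as each other and another profile than the other 16 libraries. The paper's text does not mention this, and the picture of its Figure S2, a principal component analysis, was not used here. They are 3 samples chosen from their profiles and not a condition. Depth was argued against as the cause, since their totals (2556820, 2365847 and 1497574) lay within the range of the others and the median rank correlation between the 3 and the 16 was -0.0241 in thinned libraries. A few transcripts taking most of the counts were argued against as well, as the 10 most abundant held 3.92%, 3.48% and 4.00% of the counts of SD1, SD2 and SD5, within the range of the other 16 libraries (0.747% to 9.57%). Treatment was argued against by the other libraries, which include some of every treatment by either set of labels and had a median rank correlation with the 16 of at least 0.762 (SD18, T).

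Whether the 3 libraries hold a mixture of other material with material like that of the 16 was tested on the 100 most abundant transcripts of the 16. The first measure was their median level in the 3 libraries relative to the 16, and at 124% it set no limit on a mixture. It was then replaced, after that value had been seen, by the number of these transcripts far below any sizeable share. Of the 100, 30 stood at under 10% of their level in the 16, and the 10th percentile of the level was 1.66%. This argues against material like the 16 making up more than about 10% of the 3 libraries. It does not exclude a smaller share.

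What stays open is where the profile comes from. One hypothesis is that the 3 libraries come from a lineage closely related to that of the 16, and that the Trinity assembly holds sequences of both. There were 8595 transcripts at least 8-fold higher in the 16 and 10521 at least 8-fold higher in the 3, and 29.0% of the latter had a transcript of the former kind in the same Trinity component, which joins contigs that share sequence. In the 1791 components with both, the level of the one in the 3 libraries and of the other in the 16 had a rank correlation of 0.326 across components (which are not independent replicates), and the highest of 10000 random pairings was 0.0841. That is consistent with copies of the same genes from related organisms. The test was rewritten after its value was known, the transcripts were defined from the same libraries, and no sequences were compared. Splice forms or assembly artefacts that differ between libraries, and an exchange of material with an outside sample, were not tested.

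For the absence of DEGs in S. durum by edgeR's test, 4 explanations were tested. The absence is that of edgeR alone. In the 19 libraries DESeq2 called between 2 DEGs (pH against T) and 5072 (T + pH against T). Exchanged labels as given by the totals of Table S6 were argued against: with these labels and without SD1, SD2 and SD5, treatment explained 19.1% of the distance between libraries, against a mean of 20.0% under permuted labels (permutation test, p = 0.685), and edgeR called 0 DEGs in the 6 pairwise comparisons, with between 1436 and 2690 transcripts at an unadjusted p under 0.05 (DESeq2 was not run on these labels). The test covers that relabelling alone. Which set of labels is right stays open. Low power is consistent with the values of all 19 libraries. Here 200 changes had the fitted sizes of P. onkodes DEGs (median absolute log2 fold change of 3.49). Of these, 1% were recovered in the S. durum libraries and 54.5% in those of P. onkodes. Beside the recovered changes, 0 other DEGs were called in S. durum and 232 in P. onkodes. The 3 libraries of another profile were argued against as the whole cause, since without them edgeR called 0 DEGs, with 1278 to 2347 transcripts at an unadjusted p under 0.05. In these 16 libraries 67.5% of the changes were recovered, beside 3 other DEGs. With the labels by Table S6 the share was 51%, beside 18 other DEGs. These shares argue against low power as the cause there for changes of this size alone. The sizes are fitted values of called DEGs, which the selection can enlarge, so that a true response like that of P. onkodes could be smaller. In the simulated data, whose changes were not drawn from DEGs, edgeR recovered 35.5% between T + pH and the control in the 16 libraries. Smaller changes were recovered less often, and for an interaction in simulated data the share recovered was 4%. Since the 16 libraries were chosen after their profiles had been seen, that S. durum responds less than P. onkodes is a hypothesis here, and the difference between the species was not tested.

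Other splits of the same P. onkodes libraries into groups of the same sizes were fitted for each comparison, the real split counted as 1. The shares are not adjusted over the 8 tests. For T + pH against the control 2 of 60 splits gave as many DEGs as the real one, a share under 0.05, but another split gave more (193), and without PO15 the real split gave 19, so that chance was excluded there only for this test taken singly. For T + pH against pH (1 of 60, the highest of the others 106) and across all treatments (1 of 60, the highest of the others 332) no other split gave as many. Chance was not excluded for T + pH against T (6 of 60, with up to 155 DEGs in another split) or pH against T (3 of 35, with up to 13). T against control, pH against control and the interaction had no DEGs in the real split. Every split must then give as many (35 of 35, 35 of 35 and 60 of 60), so that these shares cannot decide on chance. The highest of the others were 35, 76 and 39. At an unadjusted p under 0.05 these 3 tests had 2027, 1639 and 1682 transcripts by edgeR, below the medians of the other splits (2057.5, 1723.5 and 2029). DESeq2 called 0, 0 and 1.

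In S. durum, where edgeR called no DEGs for the real split, the splits were compared by edgeR's number of transcripts at an unadjusted p under 0.05. Of 40 splits, 15 gave as many for T against control, 39 for pH against control, 39 for T + pH against control, 26 for pH against T, 10 for T + pH against T, 32 for T + pH against pH, 13 across all treatments and 5 for the interaction, so that chance was excluded for none. Some other splits gave many DEGs: up to 20428 for pH against T (10 of the other splits had a DEG), 15151 for the interaction and 6 across all treatments. The splits were not sorted by which of them place SD1, SD2 and SD5 together.

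Unequal depth was tested as the cause of the DEGs between T + pH and the control of P. onkodes. In libraries thinned to 1 total there were 147 DEGs, and all of the 20 Table S3 transcripts with a value there in this comparison kept their direction. Among the other named transcripts CP47 (DN73640_c0_g1_i1), which was not a DEG, reversed to 0.17. That argues against unequal depth as the whole cause. The thinned counts are fewer. Of the 37 named P. onkodes transcripts with a value there, each in the comparison it is named for, 12 no longer had an edgeR FDR under 0.05 and 10 had one. For the remaining DEGs the number called both ways was not counted.

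The number of DEGs between T + pH and the control fell to 27 without PO12 and 19 without PO15. A smaller number of libraries was argued against as the cause, since the lowest count without another T + pH library was 94 (PO19). That PO12 and PO15 are 1 library was argued against by their counts, which differed with a chi-square of 4.44 per degree of freedom. It was the smallest of the 28 pairs of P. onkodes libraries of 1 treatment, which had a median of 11.3 and reached 27.6, while the 36 pairs of S. durum lay between 8.32 and 334. PO15 is the deepest T + pH library and PO12 the one whose total differs from Table S6. What gives them their weight stays open, and a difference in the response of single fragments was not tested.

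More transcripts fell than rose between T + pH and the control of P. onkodes. Normalization was argued against as the whole cause, as the highest share that rose was 41.1%, with DESeq2, and so stayed below an even split with each normalization tried. With 1 library left out the highest share was 42.1% (without PO15, 8 of 19 DEGs). Of the 149 DEGs, 43 had no count in T + pH, and whether a transcript can rise past the threshold as easily as fall at these depths was not tested.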
